# SCD1 Sustains Homeostasis of Bulge Niche via Maintaining Hemidesmosomes in Basal Keratinocytes

**DOI:** 10.1002/advs.202201949

**Published:** 2022-12-11

**Authors:** Yueqing Xue, Liangyu Lin, Qing Li, Keli Liu, Mingyuan Hu, Jiayin Ye, Jianchang Cao, Jingjie Zhai, Fanjun Zheng, Yu Wang, Tao Zhang, Liming Du, Cheng Gao, Guan Wang, Xuefeng Wang, Jun Qin, Xinhua Liao, Xiangyin Kong, Lydia Sorokin, Yufang Shi, Ying Wang

**Keywords:** bulge, hair follicle stem cells, hemidesmosomes, keratinocytes, stearoyl‐CoA desaturase 1

## Abstract

Niche for stem cells profoundly influences their maintenance and fate during tissue homeostasis and pathological disorders; however, the underlying mechanisms and tissue‐specific features remain poorly understood. Here, it is reported that fatty acid desaturation catabolized by stearoyl‐coenzyme A desaturase 1 (SCD1) regulates hair follicle stem cells (HFSCs) and hair growth by maintaining the bulge, niche for HFSCs. *Scd1* deletion in mice results in abnormal hair growth, an effect exerted directly on keratin K14^+^ keratinocytes rather than on HFSCs. Mechanistically, *Scd1* deficiency impairs the level of integrin *α*6*β4* complex and thus the assembly of hemidesmosomes (HDs). The disruption of HDs allows the aberrant activation of focal adhesion kinase and PI3K in K14^+^ keratinocytes and subsequently their differentiation and proliferation. The overgrowth of basal keratinocytes results in downward extension of the outer root sheath and interruption of bulge formation. Then, inhibition of PI3K signaling in *Scd1^−/−^* mice normalizes the bulge, HFSCs, and hair growth. Additionally, supplementation of oleic acid to *Scd1^−/−^* mice reestablishes HDs and the homeostasis of bulge niche, and restores hair growth. Thus, SCD1 is critical in regulating hair growth through stabilizing HDs in basal keratinocytes and thus sustaining bulge for HFSC residence and periodic activity.

## 1 Introduction

The stem cell niche serves as an anatomical structure to provide appropriate spatiotemporal signals for maintaining the balance between the quiescent and active states of stem cells.^[^ ^1^ ^]^ Multiple niche components are essential for safeguarding stem cells to respond to appropriate stimuli that regulate stem cell reserve and activation. Recent investigations have identified niches for positioning various stem cells,^[^ ^2^ ^]^ however, the key mechanisms that govern the formation of stem cell niches remain largely unknown.

The hair follicle (HF) bulge is a specialized niche that maintains hair follicle stem cells (HFSCs) in position to properly function during the hair regeneration.^[^ ^3^, ^4^ ^]^ Absence of the bulge leads to hair loss.^[^ ^5^ ^]^ During hair growth, HFs undergo periodic waves of anagen (growth), catagen (destruction), and telogen (resting). At early anagen, HFSCs transiently exit their quiescent status to proliferate and migrate downward (out of the bulge), giving rise to the outer root sheath (ORS) keratinocytes with stem cell markers such as SOX9 and Lgr5 to envelop the elongated HFs.^[^ ^6^, ^7^ ^]^ At catagen stage, the cells in the upper ORS upregulate CD34 expression and form a new bulge adjacent to the original one to reserve HFSCs for the next hair cycle.^[^ ^8^, ^9^ ^]^

Extensive studies have demonstrated the intrinsic factors regulating the activity of HFSCs during hair growth. The activity of HFSCs can be controlled by multiple cell types, like fibroblasts, adipocytes, and certain types of immune cells in the bulge and the skin microenvironment, and by their associated molecules, such as BMPs, Wnt, SHH, and PDGF.^[^ ^10^, ^11^, ^12^, ^13^, ^14^, ^15^ ^]^ Disruption of bulge signals could lead to a failure in maintaining intact HFs with quiescent HFSCs.^[^ ^1^, ^9^, ^16^ ^]^ Thus, the bulge niche is vital for appropriately controlling HFSC position and activity. However, the key mechanisms governing the bulge formation and maintenance remain unclear.

By dissecting the metabolic traits of HFSCs during hair growth, studies have revealed that a secondary bulge formation was related to the suppression of metabolic switch in HFSCs from glycolysis to oxidative phosphorylation (OXPHOS) and glutamine metabolism, allowing the reversibility of ORS cells into HFSCs in the quiescent state and thus promoting HF regeneration.^[^ ^8^, ^17^, ^18^ ^]^ Our previous study in adipocytes found that deficiency of stearoyl‐coenzyme A desaturase 1 (*Scd1*), a rate‐limiting enzyme in maintaining the balance between saturated fatty acids and monounsaturated fatty acids, can expedite OXPHOS and glutamine metabolism.^[^ ^19^ ^]^ We questioned whether targeting fatty acid metabolism could regulate the bulge niche formation, HFSCs activities, and hair growth.

Consistent with previous observations, loss of *Scd1* resulted in a series of cutaneous abnormalities, including alopecia.^[^ ^20^, ^21^, ^22^ ^]^ Here, we demonstrate that *Scd1* deficiency did not directly influence the number and activity of HFSCs, but rather impaired the formation of the first bulge during the postnatal period, leading to the depletion of HFSC reservation during hair growth. We show that alteration of *Scd1* expression in keratinocytes alone leads to the attenuation of integrin *α*6*β*4 mediated hemidesmosome (HD) formation in K14^+^ basal keratinocytes. The reduction in HD was associated with enhanced proliferation and differentiation of basal keratinocytes through activating the PI3K signaling pathway in a focal adhesion kinase (FAK)‐dependent manner. These changes in basal keratinocytes eventually blocked the formation of the bulge niche and reservation of quiescent HFSCs. Our investigations not only provide a mechanistic insight into how fatty acid metabolism in the skin tissue microenvironment regulates the homeostasis of the bulge niche for HFSCs, but also open avenues toward new strategies to combat cutaneous disorders.

## 2 Results

### 2.1 *Scd1* Deficiency Impairs the Homeostasis of Bulge Niche for HFSCs

We first examined the expression of *Scd* isoforms in the mouse skin. Among them, SCD1 is the most predominant isoform and its transcript levels in the skin tissue fluctuated along with the hair cycle stages during physiological or depilation‐induced regeneration (Figure S1A–C, Supporting Information). Consistent with previous studies, loss‐of‐function mutation or genetic deletion of *Scd1* (*Scd1^−/−^*) in mice lead to the alopecia phenotype (**Figure** **1**A).^[^ ^21^, ^22^, ^23^ ^]^ However, the mechanisms that *Scd1* deficiency induces alopecia remain largely unexplored. Histological analysis showed that *Scd1* deficiency did not affect the density of HFs; rather their length was significantly elongated (Figure 1B,C). We also noticed that the epidermis and subcutaneous adipocyte layer in *Scd1^−/−^* mice were dramatically thickened (Figure 1B,D). It is known that the HFs undergo morphological changes during the hair cycle.^[^ ^24^ ^]^ To compare the morphology of HFs in wild‐type (WT) and *Scd1^−/−^* mice, we analyzed the HFs at different stages of the first hair cycle in the skin samples from *Scd1^−/−^* mice and their littermate controls. We found that the HFs were elongated in *Scd1^−/−^* mice, and the skin was thickened even at telogen stage (P21) (Figure 1E,F). To further compare the morphology of HFs between WT and *Scd1^−/−^* mice, the skin samples were placed subcutaneous adipocytes side up and examined under the stereomicroscope (Figure S1D, Supporting Information). Combined with the hematoxylin and eosin (H&E) staining, the HFs in the skin of WT mice presented periodical changes, according to the hair cycle stages.^[^ ^24^ ^]^ However, the HFs and hair shafts of *Scd1^−/−^* mice were extended into subcutaneous adipocyte layer, suggesting that the deletion of *Scd1* affected the hair growth cycle.

**Figure 1:**
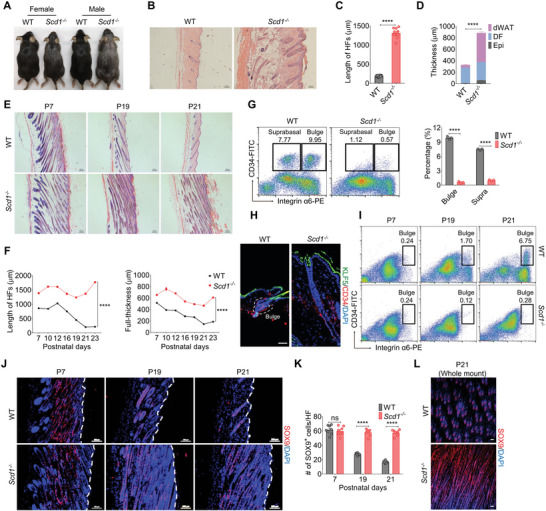
*Scd1* deficiency impairs the homeostasis of the bulge niche for HFSCs. A) Hair coat of female and male wild‐type (WT) and *Scd1^−/−^* mice. B) Representative images of H&E staining of skin sections of adult WT and *Scd1^−/−^* mice. Scale bars: 100 µm. C,D) Quantification of the length of HFs (C) (*n* = 12; two‐tailed unpaired *t*‐test) and thickness of the epidermis (Epi), dermal fibroblast (DF), and subcutaneous adipocytes (dWAT) (D) (*n* = 6; two‐tailed unpaired *t*‐test) in WT and *Scd1^−/−^* mice. E) Representative images of H&E staining of skin sections of WT and *Scd1^−/−^* mice in the three phases of the first hair cycle: anagen (postnatal 7 days, P7), catagen (postnatal 19 days, P19), and telogen (postnatal 21 days, P21). Scale bars: 100 µm. F) Quantification of the length of HFs (left) (*n* = 6; two‐way ANOVA with Sidak's two‐sided multiple comparisons) and full‐thickness of skin (right) (*n* = 6; two‐way ANOVA with Sidak's two‐sided multiple comparisons) of skin sections of WT and *Scd1^−/−^* mice at different time points of the first hair cycle. G) The percentage of HFSCs in WT and *Scd1^−/−^* mice as analyzed by flow cytometry, including integrin *α*6^high^CD34^+^ HFSCs and integrin *α*6^low^CD34^+^ suprabasal population (*n* = 3; two‐tailed unpaired *t*‐test). H) Immunostaining of CD34 and KLF5 in keratinocytes of WT and *Scd1^−/−^* mice. Red: CD34; green: KLF5; blue: DAPI. Scale bars: 50 µm. I) The percentage of integrin *α*6^high^CD34^+^ bulge HFSCs in epidermal cells harvested from WT and *Scd1^−/−^* mice during the first hair cycle. J) Immunostaining of SOX9 in the skin of WT and *Scd1^−/−^* mice during the three phases of the first hair cycle: anagen (P7), catagen (P19), and telogen (P21). Red: SOX9; blue: DAPI. The white dotted line indicates the basal layer of epidermis. Scale bars: 100 µm. K) Quantification of SOX9^+^ cells per HF in panel (J) (*n* = 8; two‐way ANOVA with Sidak's two‐sided multiple comparisons). L) Representative skin whole‐mount images of bulge formation in WT and *Scd1^−/−^* mice at telogen stage (P21) as determined by staining with a SOX9‐specific antibody. Scale bars: 20 µm. Data are shown as mean ± SEM. ****p < 0.0001; ns, not significant.

To determine the cellular mechanisms of the altered HFs and hair growth in adult *Scd1^−/−^* mice, we examined HFSCs by flow cytometry. It is believed that the purified label‐retaining cells in the HFs rarely divide within their niche and are featured by the expressions of integrin *α*6 (also known as CD49f) and CD34.^[^ ^25^ ^]^ Both integrin *α*6^high^CD34^+^ and integrin *α*6^low^CD34^+^ cells represent the stem cell population.^[^ ^26^ ^]^ We found that both of them were significantly reduced in *Scd1^−/−^* mice as compared to that in WT mice (Figure 1G). Meanwhile, immunofluorescence staining revealed that fewer CD34^+^ cells in the bulge were observed in *Scd1^−/−^* mice than in WT mice (Figure 1H). Moreover, the reduction in integrin *α*6^high^CD34^+^ bulge HFSCs was seen even at the first telogen stage in *Scd1^−/−^* mice (Figure 1I). Therefore, we questioned whether HFSCs were sustainably mobilized and unable to return to the quiescence stage due to the low expression in integrin *α*6. According to integrin *α*6^high^CD34^+^ bulge HFSCs can also come from cells of the upper ORS during catagen to telogen transition,^[^ ^6^ ^]^ we immunostained skin sections from different hair cycle stages with an antibody specific to SOX9, a marker of ORS cells, to assess whether the reduction of HFSCs in *Scd1^−/−^* mice was due to the changes in ORS.^[^ ^6^, ^12^ ^]^ We found that the SOX9^+^ ORS remained elongated and was unable to form the bulge niche to reserve the quiescent HFSCs at the telogen stage (P21) in *Scd1^−/−^* mice in skin sections staining or whole‐mount staining (Figure 1J–L). Loss of the first bulge formation affected subsequent hair cycles, raising an explanation for the deficiency of integrin *α*6^low^CD34^+^ suprabasal bulge cells (Figure 1G). Therefore, the absence of *Scd1* impacts the formation of bulge for HFSCs and thus prohibits the normal hair cycle.

### 2.2 Hair Loss in *Scd1^−/−^* Mice Is not Directly Related to Intrinsic Changes in HFSCs

The proper appearance and timely behavior of HFSCs are directly associated with hair growth, and their abnormality causes hair loss.^[^ ^5^ ^]^ Next, we monitored the expression of *Lgr5* and *Sox9*, markers of HFSCs, in the skin at different time points during the first hair cycle and found that they maintained at high levels even at catagen (postnatal day 19, P19) and telogen (postnatal day 21, P21) stages in *Scd1^−/−^* mice (**Figure** **2**A), suggesting that *Scd1* deficiency may even promote the mobilization of HFSCs. To directly test the effect of SCD1 on HFSCs, we generated *Lgr5‐Cre;Scd1^fl/fl^* mice to delete *Scd1* in HFSCs (Figure 2B; Figure S2A,B, Supporting Information). These *Lgr5‐Cre;Scd1^fl/fl^* mice had normal hair coat (Figure 2C), demonstrating that the effect of SCD1 on hair growth is not exerted through HFSCs. In addition, such specific deletion of *Scd1* in HFSCs did not affect the morphology of HFs, epidermis and dermis (Figure 2D,E). Furthermore, when hair regrowth after depilation was tested, there was no difference between *Lgr5‐Cre;Scd1^fl/fl^* mice and littermate controls (Figure 2F,G).

**Figure 2:**
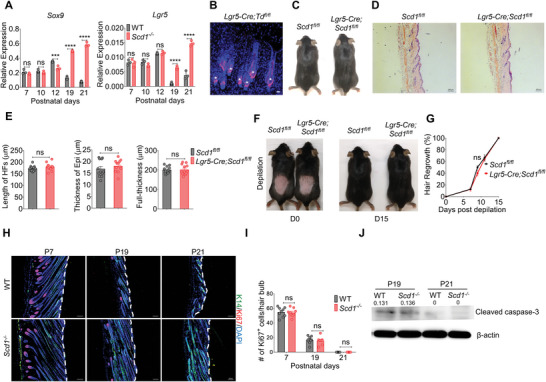
Hair loss in *Scd1^−/−^* mice is not directly related to intrinsic changes in HFSCs. A) The expression of *Sox9* (left) (n = 3; two‐tailed unpaired *t*‐test) and *Lgr5* (right) (*n* = 3; two‐tailed unpaired *t*‐test) in the skin of WT and *Scd1^−/−^* mice at different time points of the first hair cycle as detected by RT‐PCR. B) Representative skin whole‐mount images of Lgr5^+^ cells in HFs of mice with HFSCs‐specific tracking system, *Lgr5‐Cre;Td^fl/fl^*. Red: Td; blue: DAPI. Scale bars: 20 µm. C) The hair coat of mice with *Scd1*‐specific knockout in HFSCs (*Lgr5‐Cre;Scd1^fl/fl^* mice) compared with the littermate controls (*Scd1^fl/fl^* mice). D) Representative images of H&E staining of the skin of *Lgr5‐Cre;Scd1^fl/fl^* mice and littermate controls. Scale bars: 100 µm. E) Quantification of the length of HFs (left) (*n* = 12; two‐tailed unpaired *t*‐test), thickness of epidermis (middle) (*n* = 12; two‐tailed unpaired *t*‐test) and the full‐thickness of skin (right) (*n* = 12; two‐tailed unpaired *t*‐test) in panel (D). F) The hair coat of *Lgr5‐Cre;Scd1^fl/fl^* mice and *Scd1^fl/fl^* mice on day 0 (left) and 15 (right) post hair plunking. G) Kinetics of hair regrowth of *Lgr5‐Cre;Scd1^fl/fl^* mice and littermate controls after depilation (*n* = 4; two‐tailed unpaired *t*‐test). H) Immunostaining of Ki67 in the skin of WT and *Scd1^−/−^* mice in the three phases of the first hair cycle: anagen (P7), catagen (P19), and telogen (P21). Red: Ki67; green: K14; blue: DAPI. The white dotted line indicates the epidermis. Scale bars: 100 µm. I) Quantification of Ki67^+^ cells in the hair bulb during the three phases of the first hair cycle: anagen (P7), catagen (P19), and telogen (P21) (*n* = 9; two‐way ANOVA with Sidak's two‐sided multiple comparisons). J) Western blotting analysis of cleaved caspase‐3 in the skin of WT and *Scd1^−/−^* mice at catagen (P19), telogen (P21) phases of the first hair cycle. Data are shown as mean ± SEM. ***p < 0.001; ****p < 0.0001; ns, not significant.

To reconcile the different hair coat phenotypes of *Scd1^−/−^* mice and *Lgr5‐Cre;Scd1^fl/fl^* mice, we evaluated the proliferation and apoptosis of the cells in hair bulb to understand the effect of SCD1 on growth and regression of HFSCs, respectively.^[^ ^24^ ^]^ Surprisingly, in *Scd1^−/−^* mice, although there are elongated HFs, the number of Ki67^+^ proliferating cells and apoptotic cells in hair bulbs were comparable to those in WT mice (Figure 2H–J), suggesting that the HF defects observed may be indirect effects. These results corroborated with the observation made from *Lgr5‐Cre;Scd1^fl/fl^* mice, demonstrating that the abnormal hair growth in *Scd1^−/−^* mice is not related to the SCD1 status in HFSCs.

### 2.3 SCD1 in K14^+^ Basal Keratinocytes Is Required for Sustaining the Bulge for HFSCs

To investigate the effects of SCD1 on other cellular components in the skin, we examined *Scd1* expression in epidermal cells and HFSCs, and found abundant *Scd1* expression in epidermal cells (Figure S2C, Supporting Information). *Scd1* was subsequently specifically deleted in keratinocytes using Keratin 14 (K14) promoter‐driven recombinase (Figure S2D,E, Supporting Information) and the resultant *K14‐Cre;Scd1^fl/fl^* mice exhibited the same HF defects as observed in *Scd1^−/−^* mice (**Figure** **3**A).^[^ ^27^ ^]^ HFs were elongated and the epidermis was thickened in *K14‐Cre;Scd1^fl/fl^* mice, as seen in *Scd1^−/−^* mice (Figure 3B,C). Furthermore, the number of integrin *α*6^high^CD34^+^ HFSCs was dramatically decreased in *K14‐Cre;Scd1^fl/fl^* mice, as shown in immunostaining (Figure 3D,E). More interestingly, analysis of the first hair cycle of *K14‐Cre;Scd1^fl/fl^* mice showed that ORS did not shorten to form the bulge niche (Figure 3F–I). These results demonstrate that *Scd1* deficiency in K14^+^ keratinocytes drives the cutaneous abnormalities and subsequent hair loss.

**Figure 3:**
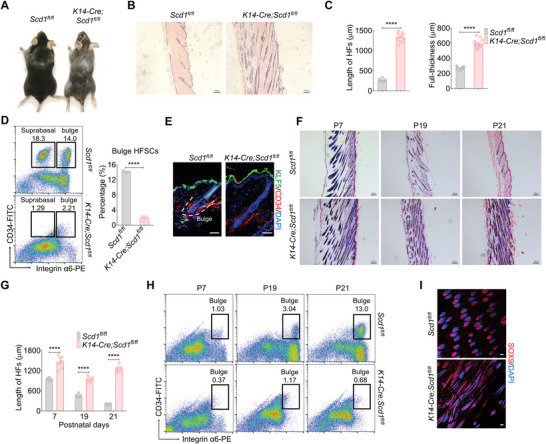
SCD1 in K14^+^ basal keratinocytes is required for sustaining the bulge for HFSCs. A) Hair coat of mice with K14‐specific deletion of SCD1 (*K14‐Cre;Scd1^fl/fl^*) and littermate controls (*Scd1^fl/fl^* mice). B) Representative images of H&E staining of skin sections of *K14‐Cre;Scd1^fl/fl^* mice and littermate controls. Scale bars: 100 µm. C) Quantification of the length of HFs (*n* = 12; two‐tailed unpaired *t*‐test) and full‐thickness of the skin (*n* = 16; two‐tailed unpaired *t*‐test) of *K14‐Cre;Scd1^fl/fl^* mice and littermate controls. D) The percentage of the HFSCs analyzed by flow cytometry in *K14‐Cre;Scd1^fl/fl^* mice and littermate controls (*n* = 3; two‐tailed unpaired *t*‐test). E) Immunostaining of CD34 and KLF5 in keratinocytes of WT and *K14‐Cre;Scd1^fl/fl^* mice. Red: CD34; green: KLF5; blue: DAPI. Scale bars: 50 µm. F) Representative images of H&E staining of skin sections of *K14‐Cre;Scd1^fl/fl^* mice and littermate controls in the three phases of the first hair cycle: anagen (P7), catagen (P19), and telogen (P21). Scale bars: 100 µm. G) Quantification of the length of HFs of *K14‐Cre;Scd1^fl/fl^* mice and littermate controls at different time points of the first hair cycle (*n* = 8; two‐tailed unpaired *t*‐test). H) The percentage of HFSCs in *K14‐Cre;Scd1^fl/fl^* mice, and *Scd1^fl/fl^* mice during the first hair cycle. I) Representative skin whole‐mount images of bulge formation in *K14‐Cre;Scd1^fl/fl^* mice and *Scd1^fl/fl^* mice at telogen stage (P21) as determined by staining with a SOX9 specific antibody. Scale bars: 20 µm. Data are shown as mean ± SEM. ****p < 0.0001.

Since histological analysis showed that *Scd1* ^−/−^ mice exhibited enhanced immune cell infiltration and thickened subcutaneous adipocyte layer, we wondered whether the hair loss was induced by the changes in the tissue microenvironment. We found that *Scd1^−/−^* mice displayed more severe inflammation in imiquimod (IMQ)‐induced psoriasiform skin pathology than littermate controls (Figure S2F, Supporting Information).^[^ ^28^, ^29^ ^]^ To investigate the potential effects of *Scd1* deficiency on immune cells and adipocytes in the skin microenvironment which have been implicated in HF development,^[^ ^10^, ^11^, ^12^, ^30^, ^31^ ^]^ we also generated *CD4‐Cre;Scd1^fl/fl^* and *Lyz2‐Cre;Scd1^fl/fl^* mice to eliminate *Scd1* expression in cells of the adaptive and innate immune cells, and *Dermo1‐Cre;Scd1^fl/fl^* mice to eliminate *Scd1* expression in dermal stromal cells, which included adipocytes (Figure S2G–M, Supporting Information).^[^ ^19^, ^32^, ^33^, ^34^ ^]^ These mice exhibited normal hair growth and skin structure. Thus, SCD1 in K14^+^ keratinocytes is indispensable in maintaining the cutaneous structure.

### 2.4 Loss of *Scd1* Compromises the Bulge Formation by Provoking PI3K‐Mediated Overproliferation and Hyperkeratinization of Keratinocytes

K14^+^ cells exist in both HFs and epidermis of the skin (Figure S2D, Supporting Information). Although the length of HFs was increased in *Scd1^−/−^* mice, the proliferation and apoptosis of K14^+^ cells in the hair bulb of HFs were not altered (Figure 2H–J). Therefore, the abnormities in the interfollicular epidermis (IFE) may be responsible for the dysregulated skin microenvironment and bulge deformation in *Scd1^−/−^* mice. It is well known that K14^+^ basal keratinocytes in IFE differentiate into loricrin^+^ stratum corneum cells.^[^ ^35^, ^36^ ^]^ Consistent with the hyperkeratinized epidermis (Figure S3A,B, Supporting Information), immunofluorescence staining of K14 and loricrin indeed proved that keratinization was enhanced in the skin of *K14‐Cre;Scd1^fl/fl^* mice (**Figure** **4**A, top). Significantly, the proliferation of K14^+^ basal keratinocytes was dramatically increased in these mice (Figure 4A, bottom). Similar results were achieved by loricrin or Ki67 staining in the epidermis of *Scd1^−/−^* mice (Figure S3C–E, Supporting Information). To exclude the possibility that the activation of K14^+^ basal keratinocytes is a secondary effect due to cumulative damage, we analyzed the proliferation and differentiation of K14^+^ keratinocytes during the first hair cycle. Clearly, there are more Ki67^+^ cells in the upper part of the HFs and the epidermis of *Scd1^−/−^* mice (Figure S4A,B, Supporting Information). To directly evaluate the proliferation of K14^+^ cells of WT and *Scd1^−/−^* mice, we pulsed the mice at catagen stage with BrdU for 12 h. Similar to the Ki67 staining, more BrdU^+^ proliferating cells in the upper part of the HFs and the epidermis of *Scd1^−/−^* mice were observed (Figure 4B,C). These proliferating K14^+^ cells may hold more potential to differentiate into loricrin^+^ stratum corneum cells, and the keratinization in the epidermis of *Scd1^−/−^* mice was indeed enhanced during the first hair cycle (Figure S4C,D, Supporting Information).

**Figure 4:**
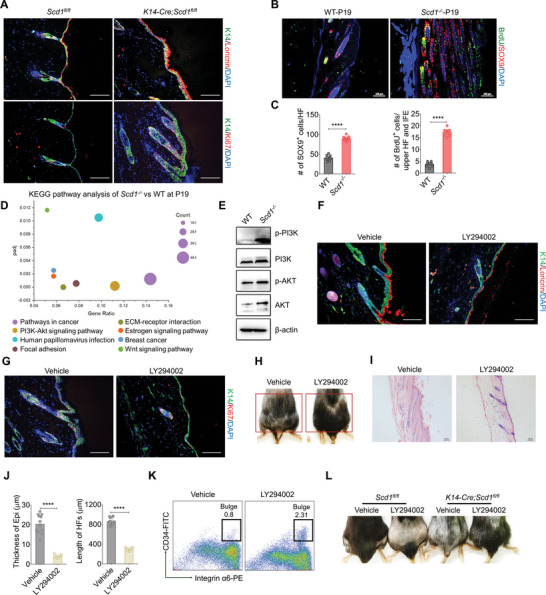
Loss of *Scd1* compromises the bulge formation by provoking PI3K‐mediated overproliferation and hyperkeratinization of keratinocytes. A) Immunostaining of loricrin and Ki67 in skin sections of *K14‐Cre;Scd1^fl/fl^* mice and *Scd1^fl/fl^* mice. Red: loricrin (top), Ki67 (bottom); green: K14; blue: DAPI. Scale bars: 130 µm. B) Immunostaining of SOX9 and BrdU of WT and *Scd1^−/−^* mice. Red: SOX9; green: BrdU; blue: DAPI. Scale bars: 100 µm. C) Quantification of SOX9^+^ (*n* = 9; two‐tailed unpaired *t*‐test) and BrdU^+^ (*n* = 9; two‐tailed unpaired *t*‐test) cells per upper HF of WT and *Scd1^−/−^* mice at P19 in panel (B). D) The top 8 Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways enriched in RNA‐seq analysis of epidermal cells from WT and *Scd1^−/−^* mice at P19. E) Western blotting analysis of the phosphorylation status of PI3K‐Akt signaling in primary keratinocytes isolated from neonatal WT mice and *Scd1^−/−^* mice. F,G) Immunostaining of loricrin (F) or Ki67 (G) in skin sections of *Scd1^−/−^* mice after topical treatments with vehicle control (DMSO in cream base) (*n* = 3) or PI3K inhibitor LY294002 (dissolved in DMSO and then added to cream base) (*n* = 4) every other day for 30 days. Red: loricrin (F), Ki67 (G); green: K14; blue: DAPI. Scale bars: 130 µm. H) Hair growth of *Scd1^−/−^* mice treated with vehicle control or PI3K inhibitor LY294002. I) Representative images of H&E staining of skin sections of *Scd1^−/−^* mice treated with vehicle control or LY294002. Scale bars: 100 µm. J) Quantification of the thickness of the epidermis (*n* = 12; two‐tailed unpaired *t*‐test) and HF length (*n* = 12; two‐tailed unpaired *t*‐test) in panel (I). K) The percentage of integrin *α*6^high^CD34^+^ bulge HFSCs in *Scd1^−/−^* mice treated with vehicle control or LY294002. L) Hair growth of *K14‐Cre;Scd1^fl/fl^* mice and *Scd1^fl/fl^* mice treated with vehicle control or PI3K inhibitor LY294002. Data are shown as mean ± SEM. ****p < 0.0001.

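RNA-seq was performed on epidermal cells of WT and *Scd1-/-* mice during the first hair cycle, with 1 library per genotype. The paper's text calls these cells keratinocytes, and the deposited labels name total epidermal cells. The paper gives the age as postnatal day 19 (P19), and the labels deposited with the libraries give postnatal day 21. The authors mapped the reads to the mouse genome with Hisat2 and deposited the number of reads counted on each of 54532 genes, without normalization. The paper's text does not name the genome build or the program used for counting. The gene coordinates in the deposited table are those of GRCm38, since 53499 of the 54409 genes shared with the GENCODE M21 annotation have identical coordinates. A total of 14795379 reads was counted on genes in the WT library and 17419121 in the *Scd1-/-* library. The 10 most abundant genes took 13.2% of the counts in the WT library and 15.5% in the *Scd1-/-* library.

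The counts were normalized by edgeR's TMM method, with factors of 1.17 for the WT library and 0.858 for the *Scd1-/-* library, and were expressed as log2 CPM with a prior count of 2. The log2 ratio of the *Scd1-/-* library to the WT library was taken for the 17093 genes with at least 10 counts in either library. With 1 library per genotype, the differences at P19 have no replicate check and carry no p-value. The 95% Clopper-Pearson intervals given for single genes cover counting error only.

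*Scd1* (ENSMUSG00000037071), the deleted gene, lies on chromosome 19 of GRCm38 from 44394451 to 44407709, on the reverse strand. It had 2810 counts in the WT library and 0 in the *Scd1-/-* library. Set against the 3 counts that a count of 0 allows, its normalized level was at least 836-fold lower, and the 95% interval of its log2 ratio ended at −9.41. A difference of at least 2-fold was found for 7363 genes, of which 3322 were higher and 4041 were lower in the *Scd1-/-* library. The median log2 ratio of all genes was −0.033 with TMM normalization and −0.42 with library size alone. With library size alone, 2003 genes were higher and 5618 were lower by at least 2-fold.

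Among the genes with a mean of at least 10 CPM, *Cntn2* had 0 counts in the WT library and 465 in the *Scd1-/-* library, and was at least 174-fold higher when set against 3 counts (log2 ratio above 7.14 by its interval). *Ak7*, with 1 count in the WT library, was 123-fold higher when set against 3 counts, and the interval of its log2 ratio began at 6.04. The log2 ratio was 7.62 for *Myl9* (interval 6.90 to 9.76), 7.62 for *Acta2* (interval 7.07 to 8.69) and 6.83 for *Igfl3* (interval 6.18 to 8.38). Since the libraries are of total epidermal cells, a different mix of cell types may be behind such ratios. This was not tested for these genes. After *Scd1*, the lowest ratios were those of *Gm10800*, *Tnxb*, *Efemp1* and *Mrgprb9-ps*. The log2 ratio was −8.17 for *Tnxb* (interval −9.28 to −7.59) and −7.66 for *Efemp1* (interval −10.10 to −6.86). Set against 3 counts, *Gm10800* was 286-fold lower and the pseudogene *Mrgprb9-ps* 125-fold lower, with intervals of the log2 ratio that ended at −7.26 and −6.66, and both values are uncertain because reads of similar copies elsewhere in the genome could be counted on them.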

To decipher the molecular mechanisms that led to the activation of K14^+^ keratinocytes, we conducted RNA‐seq analysis on keratinocytes of WT and *Scd1^−/−^* mice at the catagen to telogen transition stage (P19). 

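The genes of PI3K-Akt signaling were taken as a list of intracellular members and a list of upstream ligands and receptors. Of the intracellular members, 69 were above the count minimum at P19. Their median log2 ratio was −0.12 (95% interval −0.33 to 0.096, from order statistics), which lay at percentile 0.90 among 10000 random lists of the same size matched on mean expression. Of these 69 genes, 9 were higher and 10 were lower by at least 2-fold, a share of 27.5% (95% Wilson interval 18.4% to 39.0%) against 43.1% of all genes. This share lay at percentile 16.7 among the random lists, and it was 37.7% at percentile 83.1 with library size alone. The 61 ligands and receptors had a median log2 ratio of −0.078 (interval −0.45 to 0.52), at percentile 30.4. Of these, 19 were higher and 16 were lower by at least 2-fold, a share of 57.4% (Wilson interval 44.9% to 69.0%) at percentile 99.6. With library size alone, the medians were −0.52 for the intracellular members and −0.47 for the ligands and receptors, at percentiles 1.21 and 30.2. In the authors' deposited table, the genes that the authors' own comparison gives an adjusted p under 0.05 made up 33.5% of the 17093 genes, 20.3% of the intracellular members and 47.5% of the ligands and receptors.

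Among the intracellular members with the largest changes were *Irs1*, with a log2 ratio of −4.06 (370 counts in the WT library and 18 in the *Scd1-/-* library), *Ccnd1* with 2.17, *Sgk1* with 2.14 and *Eif4ebp1* with 1.99. *Akt1* (ENSMUSG00000001729, chromosome 12, 112653821 to 112674884) had a log2 ratio of 0.87 (interval 0.80 to 0.95), and *Akt2* had 0.67. Among the genes of the PI3K subunits, *Pik3r1* had a log2 ratio of −1.05, *Pik3cd* of −1.31, *Pik3cb* of −0.65 and *Pik3ca* of −0.33. The log2 ratio was 1.63 for *Ptk2*, which encodes FAK, and 1.15 for *Src*. Among the ligands and receptors, the largest changes were those of *Spp1* with 3.89, *Vegfd* with −3.67, *Ereg* with −3.57, *Il4ra* with 2.99 and *Fgfr2* with −2.70. None of these log2 ratios changed sign with library size alone.

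Lists of integrins, cell cycle genes and Wnt genes were set beside these lists. They need not lie outside the paper's KEGG pathway, whose term was not used here. The 19 integrin genes had a median log2 ratio of 0.31 at percentile 74.3, and with library size alone the median was −0.085. Of these genes, 7 were higher and 4 were lower by at least 2-fold, a share of 57.9% at percentile 92.3. With library size alone, that share was 47.4% at percentile 67.7. The 40 cell cycle genes had a median of 0.26 at percentile 81.6, or −0.14 with library size alone, and 4 of them changed by at least 2-fold. Of the 48 Wnt signaling genes, 14 were higher and 19 were lower by at least 2-fold, a share of 68.8% that exceeded the shares of all the random lists. Their median was −0.26, at percentile 5.19. The paper reasons from the genes changed at this stage to the pathway behind the activation of K14+ keratinocytes (Fig. 4D).

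**Figure D1:**
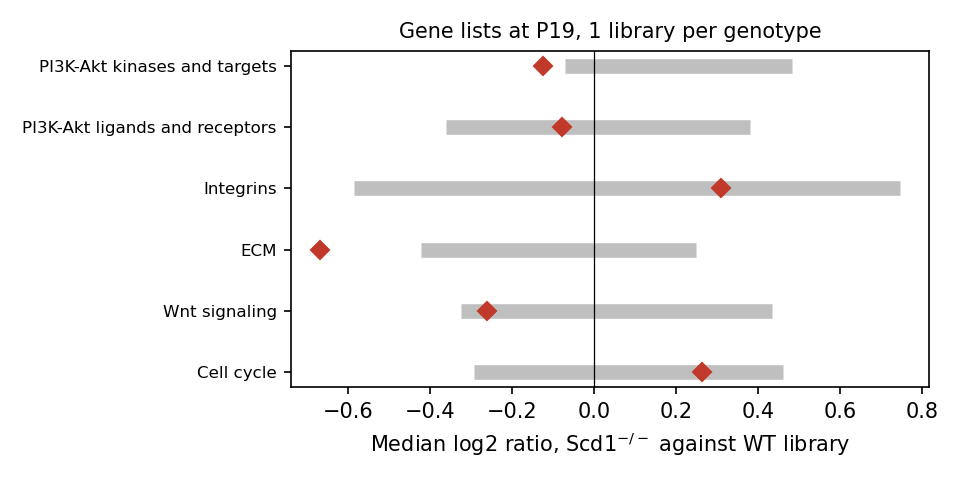
Median log2 ratio of 6 gene lists between the *Scd1-/-* and the WT library at P19 (diamonds), with the range that holds 95% of the medians of 10000 random lists matched on size and expression (gray bars). The ECM list and the list of intracellular PI3K-Akt members lie below their ranges, and with library size alone every median moves down along with that of all genes (to −0.42).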

The Kyoto Encyclopedia of Genes and Genomes pathway analysis revealed enrichment of the PI3K‐Akt signaling pathway in *Scd1^−/−^* keratinocytes (Figure 4D). We subsequently verified that the PI3K‐Akt signaling was activated in *Scd1^−/−^* keratinocytes through western blotting analysis (Figure 4E). PI3K signaling is critical for controlling cellular proliferation, differentiation, and apoptosis.^[^ ^37^, ^38^, ^39^ ^]^ To determine the causal relationship between the hyper‐PI3K signaling in epidermal cells and alopecia phenotype, the pharmacological inhibitor of PI3K, LY294002, was topically applied to the skin of *Scd1^−/−^* mice. Clearly, PI3K inhibition decreased the differentiation and proliferation of K14^+^ basal keratinocytes, improving hair regrowth in *Scd1^−/−^* mice (Figure 4F–H). Meanwhile, the skin conditions of *Scd1^−/−^* mice were dramatically improved by LY294002 treatment, accompanied by HF shortening and epidermis thinning (Figure 4I–J). We also detected integrin *α*6^high^CD34^+^ HFSCs and found that LY294002 partially restored bulge HFSCs (Figure 4K). Similarly, when we applied the inhibitor to *K14‐Cre;Scd1^fl/fl^* mice, an improvement in hair growth was observed (Figure 4L). Therefore, the cutaneous abnormalities resulting from *Scd1* deficiency are mediated by the hyperactivation of the PI3K signaling pathway in K14^+^ basal keratinocytes and their suppression on the bulge formation and HFSC localization.

### 2.5 Reduction in Hemidesmosome Assembly Is Responsible for the Hyperactivity of *Scd1^−/−^* K14^+^ Cells by Regulating Integrin *α*6‐FAK‐PI3K Signaling

To elucidate the mechanisms through which the PI3K signaling pathway was abnormally activated in *Scd1^−/−^* keratinocytes, we performed bulk RNA‐seq analysis on WT and *Scd1^−/−^* keratinocytes. 

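The paper's text does not name the age of the mice for this comparison, while the legend of Fig. 6A names neonatal mice. Besides the libraries of P19, libraries of epidermal cells of mice at postnatal day 1 (P1) were used, with 2 per genotype, 1 labelled female and 1 labelled male. The counts were made as for P19. The WT libraries held 16781305 counts on genes in the female and 16118331 in the male, and the *Scd1-/-* libraries held 16723683 in the female and 18074702 in the male. The 10 most abundant genes took between 11.1% and 12.5% of the counts.

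After edgeR's default filter on low counts, 15554 genes were tested for a difference between the genotypes with edgeR's quasi-likelihood test on TMM-normalized counts and Benjamini-Hochberg adjustment. *Scd1* had 2636 and 3215 counts in the WT libraries and 251 and 260 in the *Scd1-/-* libraries. Its normalized level in *Scd1-/-* epidermal cells was 9.83% of that in WT in the females and 7.25% in the males. The log2 fold change was −3.58 (standard error 0.186, adjusted p = 3.70e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it stayed between −3.77 and −3.36 with each library left out in turn.

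At an adjusted p under 0.05, 45 genes were differentially expressed, 23 higher and 22 lower in *Scd1-/-* epidermal cells. At an unadjusted p under 0.05 there were 908. The count moved most with sex as a replicate block, to 548 genes, and the 45 genes were all among them. With library size alone it was 22. Among the genes with at least 5 CPM and no overlap between the genotypes, the largest decreases besides that of *Scd1* were those of *Serpina3j* with a log2 fold change of −5.15, *Ces4a* with −4.22, *Cyp2g1* with −3.76 and *Scd3* with −3.21, with adjusted p values from 0.00173 to 0.00360 from edgeR's test. The largest increases were those of *Krt82* with 1.78, *Krt28* with 1.66, *Krt72* with 1.61, *Fbp1* with 1.58 and *Defb6* with 1.55. *Fbp1* had an adjusted p of 0.0483 from edgeR's test, and of 0.134 with library size alone. *Serpina3j*, *Ces4a*, *Cyp2g1* and *Defb6* belong to gene families whose similar copies the authors' counting could have split reads between, and their values are uncertain for this reason.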

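For ECM proteins, a list of structural genes such as collagens, laminins and matrix glycoproteins was used at both ages. At P19, 95 of its genes were above the count minimum, and their median log2 ratio was −0.67 (95% interval −1.32 to −0.15). This median lay at percentile 0.060 among the random lists, and with library size alone it was −1.05. By at least 2-fold, 43 of the 95 genes were lower and 12 were higher in the *Scd1-/-* library, a share of 57.9% (95% Wilson interval 47.8% to 67.3%) at percentile 98.9. In the authors' deposited table, 48.4% of these genes have an adjusted p under 0.05. Apart from *Tnxb* and *Efemp1*, the members with the largest changes were *Lama1* with a log2 ratio of −5.48 (interval −6.89 to −4.82), *Tnc* with 3.84 (interval 3.70 to 3.98) and *Frem2* with −3.60 (interval −3.94 to −3.32).

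At P1, 87 ECM genes were tested and 0 were differentially expressed, against 0.252 expected, with 9 at an unadjusted p under 0.05 and 0 past the threshold when adjusted over the list alone. The median log2 fold change of the list was −0.16, 59 of the 87 genes were lower, and the median was below 0 in each pair of a *Scd1-/-* and a WT library (from −0.20 to −0.075). By limma's camera test with a preset correlation of 0.01 between genes, the list was shifted down (adjusted p = 0.00116, Benjamini-Hochberg over 26 lists). By limma's fry test its adjusted p was 0.437, and with the correlation estimated from the data it was 0.643. None of the lists that camera calls shifted at P1 passed the threshold under either of these tests. Without the male *Scd1-/-* library the median was −0.090. The members with the smallest p were *Comp* with a log2 fold change of −1.23, *Col1a2* with −1.16, *Col4a6* with −0.39, *Emilin1* with −1.04 and *Col3a1* with −3.07, with adjusted p values from 0.508 to 0.642 from edgeR's quasi-likelihood test. With sex as a replicate block, 6 ECM genes were differentially expressed, with *Col3a1*, *Col1a2* and *Col4a6* among them. The list was not over-represented there (adjusted p = 0.282, Fisher's exact test). The value for *Col3a1* rests on the female WT library, at 11.1 CPM, while the other libraries lay between 0.417 and 0.963, and without that library its log2 fold change was 0.29. Without the same library, that of *Col1a2* was −0.54.

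The 9 genes of hemidesmosome (HD) components had a median log2 ratio of −1.17 at P19, at percentile 0.060, and the 95% interval of the median included 0. Among these genes, *Col17a1* (ENSMUSG00000025064, chromosome 19, 47646344 to 47692094) had a log2 ratio of −2.62, *Dst* of −2.003, *Lamb3* of −1.81, *Itga6* (ENSMUSG00000027111, chromosome 2, 71745616 to 71858416) of −1.45, *Plec* of −1.17, *Lama3* of −0.67, *Itgb4* of −0.30 and *Cd151* of 1.86. Of the 9 genes, 2 were higher in the *Scd1-/-* library, *Cd151* and a gene whose value is not listed here. At P1 the median of the 9 genes was −0.16, or −0.10 without the male *Scd1-/-* library, with a range from −0.24 for *Lamb3* to −0.06 for *Plec*, and 0 of the 9 had an unadjusted p under 0.05. At P19 the 57 cornified envelope genes had a median of −1.14, lower than that of any random list, and the 102 ion channel genes had −0.81, at percentile 0.19. At P1 the median was 0.16 for 58 cornified envelope genes, of which 1 was differentially expressed, or 18 when adjusted over the list alone, 5 with DESeq2, 17 without a filter on low counts and 27 with sex as a replicate block, and 0.015 for 87 ion channel genes, with 0 differentially expressed, 11 at an unadjusted p under 0.05 and 0 when adjusted over the list alone. Without the male *Scd1-/-* library the median of the cornified envelope genes was −0.017, and without the male WT library that of the ion channel genes was −0.074.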

Gene ontology (GO) analysis of differentially expressed genes showed that genes encoding extracellular matrix (ECM) proteins were dramatically enriched (**Figure** **5**A). Furthermore, ultrastructural studies using transmission electron microscopy (TEM) revealed that the number of electron‐dense plaques representing HDs^[^ ^40^ ^]^ was significantly reduced in the skin of *Scd1^−/−^* and *K14‐Cre;Scd1^fl/fl^* mice, compared to their littermate controls (Figure 5B,C; Figure S5A,B, Supporting Information).

**Figure 5:**
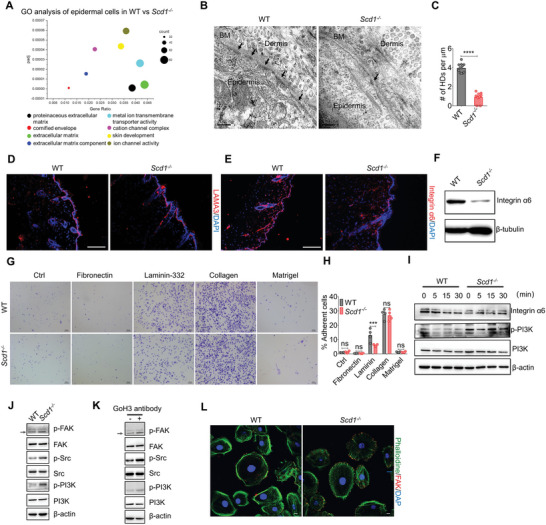
Reduction in HD assembly is responsible for the hyperactivity of K14^+^ cells with *Scd1* deficiency by regulating integrin *α*6‐FAK‐PI3K signaling. A) Gene ontology (GO) enrichment analysis of significantly dysregulated genes in epidermal cells of WT and *Scd1^−/−^* mice. B) Representative ultrastructural images of basal epidermal cells of WT and *Scd1^−/−^*, as assessed by TEM. Arrows, HDs. BM, basement membrane. Scale bars: 200 nm. C) Quantification of HDs of basal epidermal cells from WT and *Scd1^−/−^* (*n* = 12; two‐tailed unpaired *t*‐test). D) Immunostaining of LAMA3 in the skin of WT and *Scd1^−/−^* mice. Red: LAMA3; blue: DAPI. Scale bars: 130 µm. E) Immunostaining of integrin *α*6 in the skin sections of WT and *Scd1^−/−^* mice. Red: integrin *α*6; blue: DAPI. Scale bars: 130 µm. F) Western blotting analysis of integrin *α*6 in the skin of WT and *Scd1^−/−^* mice. G) In vitro cell adhesion assay. Keratinocytes from neonatal WT and *Scd1^−/−^* mice were plated on fibronectin, laminin‐332, collagen type I, or matrigel‐coated 96‐well culture plates. After 1 h, nonadherent cells were washed away and adherent cells were fixed and stained with crystal violet. Scale bars: 100 µm. H) The total covered area by adherent cells in each well was calculated using ImageJ and presented as a percentage of the total well area (*n* = 4; two‐way ANOVA with Sidak's two‐sided multiple comparisons). I) Western blotting analysis of integrin *α*6 and phosphorylated PI3K in primary keratinocytes isolated from neonatal WT, *Scd1^−/−^* or *K14‐Cre;Scd1^fl/fl^* mice and cultured for indicated time. J) Western blotting analysis of total and phosphorylated FAK, Src, and PI3K in primary keratinocytes isolated from neonatal WT mice and *Scd1^−/−^* or *K14‐Cre;Scd1^fl/fl^* mice which cultured on laminin‐332. K) Western blotting analysis of total and phosphorylated FAK and PI3K in WT primary keratinocytes cultured in plates coated with laminin‐332, with or without pretreatment of anti‐integrin *α*6 antibody, GoH3. L) Immunostaining of phalloidine and FAK in the primary keratinocytes isolated from neonatal WT and *Scd1^−/−^* mice. Scale bars: 5 µm. Data are shown as mean ± SEM. ***p < 0.001; ****p < 0.0001; ns, not significant.

HDs are essential for basal epithelial cell adhesion to the underlying basement membrane (BM). They are complexes of integrin heterodimers that interconnect with laminins in the BM and the keratin and actin cytoskeleton intracellularly.^[^ ^41^, ^42^, ^43^ ^]^ In the complex of HDs, integrin *α*6*β*4 binds to laminin‐332 (composed of laminin *α*3, *β*3, and *γ*2 chains), thereby anchoring the basal keratinocytes to the epidermal BM.^[^ ^44^, ^45^, ^46^ ^]^ To further verify the decrease of HDs in *Scd1* ^−/−^ skin, we detected the protein levels of these HD components. No marked difference in the staining of laminin *α*3 (LAMA3) was observed in the skin of WT and *Scd1^−/−^* mice (Figure 5D; Figure S5C, Supporting Information). However, a notable decrease in integrin *α*6 level was found in *Scd1^−/−^* mice (Figure 5E). Accordingly, the western blotting analysis showed lower levels of integrin *α*6 in *Scd1^−/−^* keratinocytes compared to WT controls (Figure 5F). We further performed immunofluorescence staining on serial sections of the skin of *K14‐Cre;Scd1^fl/fl^* mice and littermate controls and detected the colocalization of integrin *α*6 and *β*4. A significantly decreased expression in integrin *α*6, but not integrin *β*4 was shown in the skin of *K14‐Cre;Scd1^fl/fl^* mice (Figure S5D,E, Supporting Information). To test whether the integrin *α*6 mediated adhesion was impaired in *Scd1^−/−^* basal keratinocytes, in vitro adhesion assays were performed, with different ECM components. We found no difference in the adhesion of WT and *Scd1^−/−^* keratinocytes to fibronectin, collagen type I, or matrigel, except on laminin‐332 (Figure 5G,H). Therefore, the impairment of the interaction between integrin *α*6*β*4 and laminin‐332 contributes to the decrease of integrin *α*6 in *Scd1^−/−^* keratinocytes.

Next, we determined whether the decreased expression of integrin *α*6 in *Scd1^−/−^* keratinocytes and their impaired adhesion to laminin‐332 are responsible for the canonical PI3K signaling. When we checked the activation of PI3K in the process of adhesion on the laminin‐332 in vitro, the loss of *Scd1* in keratinocytes displayed the lower integrin *α*6 and phosphorylation of PI3K at different time points (Figure 5I). We also performed phalloidine staining on cultured *Scd1^−/−^* and WT keratinocytes to visualize the actin arrangement in cells plated on laminin‐332 in vitro. *Scd1^−/−^* keratinocytes appeared more spreading than WT cells and showed more significant variability in size, with actin stress fiber patterns rather than the cortical actin arrangement observed in WT cells (Figure S5F,G, Supporting Information). Previous studies have demonstrated that keratinocytes lacking hemidesmosomal integrin *α*6*β*4 exhibit enhanced formation in focal adhesion, cell spreading, and generation of traction force via negatively regulating the FAK‐PI3K signaling.^[^ ^47^, ^48^ ^]^ The tyrosine kinase steroid receptor coactivator (Src) can phosphorylate the Y576 and Y577 residues on FAK, leading further increment in FAK activity and recruitment of proteins that contain Src homology 2 (SH2) domains, such as that in PI3K.^[^ ^49^, ^50^, ^51^ ^]^ We, therefore, detected the phosphorylation at the Y576 and Y577 residues of FAK, Src activation, and PI3K activity in primary keratinocytes derived from WT and *Scd1^−/−^* mice. As shown in Figure 5J, *Scd1* deficiency enhanced the phosphorylation of FAK, Src, and PI3K. We further used the GoH3 antibody^[^ ^52^ ^]^ to block integrin *α*6 and mimic the impaired integrin *α*6 expression in *Scd1^−/−^* keratinocytes. Blockade of integrin *α*6 significantly decreased the adhesion of keratinocytes to laminin‐332 (Figure S5H, Supporting Information) and dramatically enhanced the phosphorylation of FAK, Src, and PI3K (Figure 5K). Additionally, combined with phalloidine, FAK staining verified the increase of focal adhesion in *Scd1^−/−^* keratinocytes plated on laminin‐332 in vitro (Figure 5L). Taken together, SCD1 exerts its effects by stabilizing the number of HDs and restricting the proliferation of keratinocytes via negative regulation of the FAK‐PI3K signaling pathway.

### 2.6 Dietary Supplementation of Oleic Acid Reverts the Cutaneous Abnormalities in Mice with *Scd1* Deficiency in Keratinocytes

SCD1 is the rate‐limiting enzyme converting palmitic acid (16:0) and stearic acid (18:0) to yield palmitoleic acid (16:1n7) and oleic acid (OA, 18:1n9), respectively.^[^ ^53^, ^54^ ^]^ GO analysis on the bulk RNA‐seq of keratinocytes derived from *Scd1^−/−^* and WT mice enriched a series of genes related to the monocarboxylic acid metabolic process (**Figure** **6**A). 

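Genes of fatty acid metabolism, a part of monocarboxylic acid metabolism, were taken as a list that leaves out *Scd1*. In neonatal epidermal cells, 100 of them were tested and 3 were differentially expressed, against 0.289 expected (two-sided Fisher's exact test, p = 0.00301, adjusted p = 0.0261 with Benjamini-Hochberg over the lists). Adjusted over the list alone, 11 genes passed the threshold. With library size alone, or with at least 10 counts required in every library, 2 genes of the list were differentially expressed and the adjusted p of Fisher's exact test was 0.0753 and 0.216. The list shares 4 genes with the sebaceous gland markers, *Scd3* and *Fa2h* among them. Without these 4 genes, 1 of 96 was differentially expressed (Fisher's exact test, p = 0.243), a test chosen after the result was seen. The list as a whole had a median log2 fold change of −0.014, which ranged from −0.079 to 0.061 with each library left out in turn, and limma's camera test gave an adjusted p of 0.230.

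*Scd3* (ENSMUSG00000025202) lies on chromosome 19 of GRCm38 from 44203288 to 44244016, close to *Scd1*. Its normalized level was 19.3 and 21.8 CPM in the WT libraries and 2.50 and 1.93 in the *Scd1-/-* libraries (standard error of the log2 fold change 0.229, adjusted p = 0.00173 from edgeR's quasi-likelihood test). *Fa2h* (ENSMUSG00000033579, chromosome 8, 111345135 to 111393824), which encodes a fatty acid 2-hydroxylase, had a log2 fold change of −2.92 (standard error 0.224, adjusted p = 0.00235 from edgeR's test). *Acacb* (ENSMUSG00000042010, chromosome 5, 114146535 to 114250761), which encodes an acetyl-CoA carboxylase, had −1.56 (standard error 0.238, adjusted p = 0.0477 from edgeR's test), and its adjusted p was 0.0798 with library size alone. The next genes by p were *Elovl6* with −0.70 (standard error 0.133, adjusted p = 0.124 from edgeR's test) and *Fabp4* with 1.03 (standard error 0.219, adjusted p = 0.192). DESeq2 gave *Elovl6* an adjusted p of 0.00982. The other desaturase genes did not differ beyond the spread between libraries, with a log2 fold change of 0.086 for *Scd2* (standard error 0.194) and 0.16 for *Scd4* (standard error 0.413). *Scd1* to *Scd4* are paralogs on chromosome 19, and reads could have been split between them in counting.

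Of 71 hair keratin and hair shaft genes, 15 were differentially expressed against 0.205 expected (Fisher's exact test, adjusted p = 1.29e-23), or 6 with library size alone (adjusted p = 1.34e-08), with 52 past the threshold when adjusted over the list alone and a median log2 fold change of 0.99. Fisher's exact test takes the genes as independent. For a shift of this list, the adjusted p was 0.317 with limma's fry test and 0.643 with the correlation estimated from the data in camera. The 25 genes of cholesterol synthesis had a median of 0.14, or 0.015 without the female WT library, and 0 were differentially expressed, with 1 at an unadjusted p under 0.05 and 0 when adjusted over the list alone. Of these 25 genes, 3 were lower, and limma's camera test called the list shifted up (adjusted p = 0.0141). The call was lost with limma's fry test (0.711) and with the correlation estimated from the data (0.868). The median of 87 G protein-coupled receptor genes was −0.026, and between −0.0027 and 0.024 with each library left out in turn, with 0 differentially expressed, 8 at an unadjusted p under 0.05 and 0 when adjusted over the list alone. Of 842 Reactome pathways with at least 10 tested genes, in the fit with genotype alone, 0 passed an adjusted p of 0.05 by Fisher's exact test. The pathway of fatty acid, triacylglycerol and ketone body metabolism held 2 differentially expressed genes of 83 (unadjusted p = 0.0240, Fisher's exact test), and that of extracellular matrix organization held 0 of 163. From its GO analysis (Fig. 6A), the paper turns to the fatty acids that SCD1 converts.

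**Figure D2:**
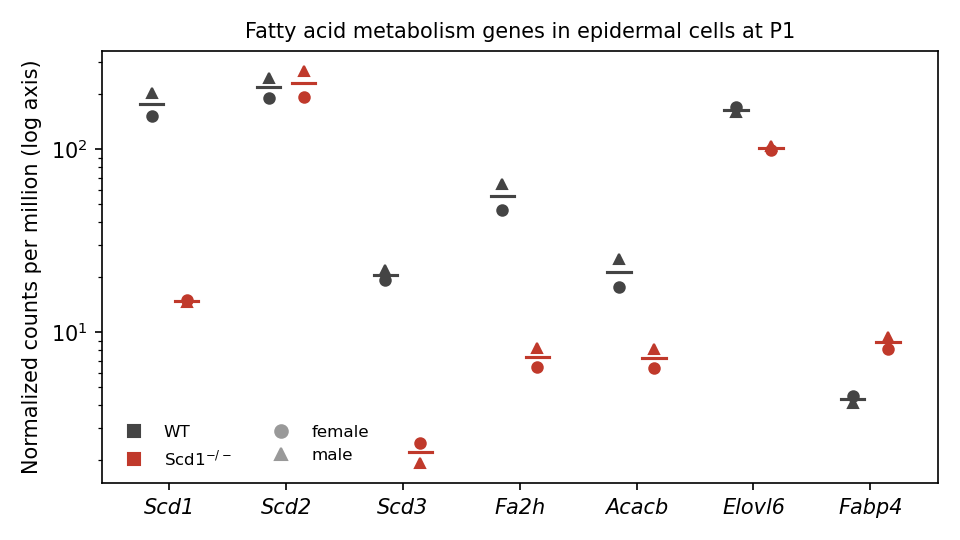
Normalized CPM (log axis) of *Scd1*, *Scd2*, *Scd3* and the list members named above in epidermal cells of WT and *Scd1-/-* mice at P1. Each point is 1 library, circles are females, triangles are males and bars are the mean of the 2 libraries. *Scd1*, *Scd3*, *Fa2h* and *Acacb* lie lower in both *Scd1-/-* libraries than in both WT libraries, and *Scd2* overlaps between the genotypes.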

Gas chromatography‐mass spectrum (GC‐MS) analysis showed that in the keratinocytes of *Scd1^−/−^* mice, there is an accumulation of SCD1 substrates (16:0 and 18:0) and a decrease in SCD1 products (16:1n7 and 18:1n9) (Figure 6B; Figure S6A,B, Supporting Information). To investigate whether *Scd1* deficiency‐mediated fatty acid desaturation disorders were the direct causes of cutaneous abnormalities, we composed a diet rich in oleic acid (diet OA^+++^), a key product of SCD1 in skin. The ratio of unsaturated fatty acids and saturated fatty acids related to SCD1 was restored in *Scd1* ^−/−^ mice fed on a diet OA^+++^ (Figure 6C; Figure S6C, Supporting Information). We found that hair growth and the number of HDs of *K14‐Cre;Scd1^fl/fl^* mice subjected to diet OA^+++^ were normalized (Figure 6D–F; Figure S6D, Supporting Information), and bulge HFSCs were significantly improved (Figure 6G,H; Figure S6E–I, Supporting Information).

**Figure 6:**
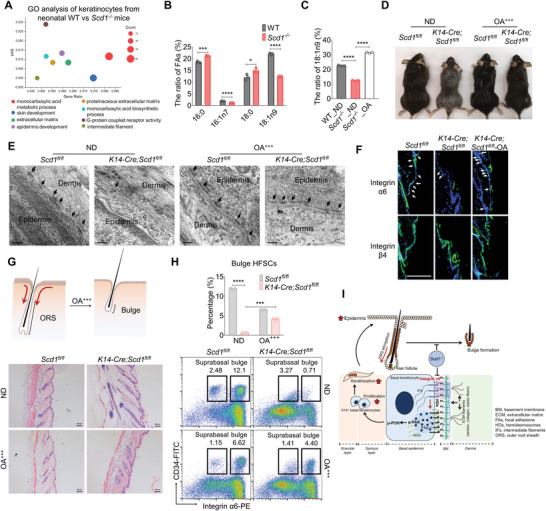
Dietary supplementation of oleic acid normalizes the keratinocyte phenotype and reverts cutaneous abnormalities in mice with *Scd1* deficiency. A) GO enrichment analysis of significantly dysregulated genes in epidermal cells of neonatal WT and *Scd1^−/−^* mice. B) The ratio of SCD1‐related fatty acids in epidermal cells of WT and *Scd1^−/−^* mice (*n* = 3; two‐tailed unpaired *t*‐test). C) The ratio of oleic acid (18:1n9) in keratinocytes from WT, *Scd1^−/−^* mice and *Scd1^−/−^* mice subjected to oleic acid (OA)‐enriched diet (OA^+++^). D) Hair coat of mice with K14‐specific deletion of *Scd1* (*K14‐Cre;Scd1^fl/fl^*) and littermate controls (*Scd1^fl/fl^*) fed with normal diet (ND) or oleic acid (OA)‐enriched diet (OA^+++^) (*n* = 5). E) Representative ultrastructural images of basal epidermal cells in *K14‐Cre;Scd1^fl/fl^* mice and littermate controls fed with ND or OA^+++^ diet as assessed by TEM. Scale bars: 0.5 µm. F) Immunostaining of integrin *α*6 and *β*4 in the skin sections of *K14‐Cre;Scd1^fl/fl^* mice and littermate controls (*Scd1^fl/fl^*) fed with normal diet or oleic acid (OA)‐enriched diet (OA^+++^) (*n* = 5). Green: integrin *α*6 (Top) and *β*4 (Bottom); blue: DAPI. Scale bars: 130 µm. G) Representative images of H&E staining of skin sections of *K14‐Cre;Scd1^fl/fl^* mice and littermate controls fed with ND or OA^+++^ diet. Scale bars: 100 µm. H) The percentage of HFSCs in *K14‐Cre;Scd1^fl/fl^* mice and littermate controls fed with ND or OA^+++^ diet as analyzed by flow cytometry. The integrin *α*6^high^CD34^+^ bulge population and integrin *α*6^low^CD34^+^ suprabasal population are shown. I) Schematic of SCD1 in the regulation of bulge formation for quiescent HFSCs during hair growth. *Scd1* deficiency impaired the expression of integrin *α*6 and the formation of HDs, thus allowing the activation of the FAK‐PI3K signaling pathway in K14^+^ keratinocytes. This alteration expedites the differentiation and proliferation of keratinocytes, resulting in downward extension of ORS and disruption of bulge formation. Data are shown as mean ± SEM. *p < 0.05; ***p < 0.001; ****p < 0.0001.

In summary, *Scd1* expressed in K14^+^ cells, but not in HFSCs, maintains the formation of the bulge niche and thus favors the cyclical activity of HFSCs during hair growth. We identify a novel role of SCD1 in sustaining keratinocytes‘ expression of integrin *α*6*β*4 complex, a major component in the assemblage of HDs at the interface of epithelial cells and the basement membrane. Impaired HDs in *Scd1^−/−^* mice accelerate keratinocyte proliferation and differentiation via negative regulation between integrin *α*6*β*4 and the FAK‐PI3K signaling pathway. This effect drives the elongation of ORS, which leads to the failure to form the bulge, a quiescent niche that is essential for cyclical bouts of hair growth (Figure 6I). This study, therefore, expands on our knowledge of bulge niche biology and highlights the importance of fatty acid metabolism in maintaining the homeostasis of the bulge for HFSCs through stabilizing HDs in basal keratinocytes.

## 3 Discussion

Dynamic changes in metabolic pathways are well recognized to couple tissue‐specific stem cells with pathophysiological conditions.^[^ ^55^, ^56^, ^57^, ^58^ ^]^ Yet little is known about whether metabolic products permanently alter tissue stem cell niches and activities. Our data demonstrate that *Scd1* expression in K14^+^ cells, but not HFSCs, maintains the homeostasis of the bulge niche and, thus, supports the cyclical activity of HFSCs during hair growth. We identified a novel role of SCD1 in sustaining keratinocytes expressing integrin *α*6*β*4, a significant component in the assemblage of HDs at basal keratinocyte and BM interface. We further demonstrated that impaired HD formation in *Scd1^−/−^* keratinocytes accelerated their proliferation and differentiation via negative regulation between integrin *α*6*β*4 and the FAK‐PI3K signaling pathway.^[^ ^47^ ^]^ Subsequently, this effect drives the elongation of ORS and failure to form the bulge, a quiescent niche essential for cyclical bouts of hair growth. Dietary supplement of OA, a catabolite of SCD1, restored the homeostasis of bulge HFSCs and hair growth in *Scd1^−/−^* mice.

Since the activities of HFSCs in the dorsal skin of mice are synchronously controlled during the first few hair cycles, HF has become an ideal system for studying the interplay between stem cells and their niches. It can also help to determine the key factors driving the dynamic changes of niches required for reserving quiescent stem cells.^[^ ^10^, ^11^, ^12^, ^30^ ^]^ In our study, deficiency of *Scd1* in keratinocytes results in the failure of the first bulge formation and interrupts the maintenance of quiescent HFSCs, subsequently changing the hair growth. Indeed, the absence of bulge formation prohibits hair regeneration. A recent study has demonstrated that blocking a secondary bulge formation during hair growth induced defective HF regeneration and compromised long‐term maintenance of HFSCs.^[^ ^8^ ^]^ They found the bulge formation was related to the suppression of OXPHOS and glutaminolysis by mTORC2‐Akt signaling, a critical metabolic event in regulating the transition between ORS cells and quiescent HFSCs.^[^ ^8^ ^]^ Distinct from the defect in re‐establishing HFSC bulge in mice with mTORC2 deletion, *Scd1^−/−^* mice are lack of HFSC bulge formation in the first wave of hair growth during the postnatal period. Due to the absence of effect in *Lgr5‐Cre;Scd1^fl/fl^* mice on hair cycle, we concluded that the abnormal hair growth in *Scd1^−/−^* mice was not related to *Scd1* deficiency in HFSCs. We also excluded the lack of influence of *Scd1* deficiency in immune cells and mesenchymal cells on hair growth. Therefore, fatty acid metabolism in K14^+^ keratinocytes is vital in HFSC activity via regulating bulge formation.

Loss of *Scd1* did not affect the number of HFs. However, the deletion of *Scd1* reduced the bulge HFSCs and prevented the stem cells in the upper ORS from returning to the bulge niche to resume the HFSC state. Such restriction in *Scd1^−/−^* mice was attributed to the enhanced proliferation and differentiation of K14^+^ keratinocytes due to the reduction in the assemblage of HDs. Defects in HD components have been shown to lead to junctional epidermolysis bullosa, characterized by skin atrophy, fragility, dyspigmentation, and alopecia.^[^ ^59^ ^]^ It was recently reported that the instability of HDs, in particular through mutations in the gene encoding collagen XVII *α*1 chain (COL17A1), a component of HDs, allows basal cells to divide asymmetrically by orienting the mitotic spindle perpendicular to the underlying basement membrane, resulting in the disturbance of skin homeostasis and premature aging.^[^ ^40^ ^]^ HDs anchor basal keratinocytes to BM laminin‐332 and interconnect intracellularly with keratin intermediate filaments to form stable adhesion complexes that can withstand mechanical stress and tension. Studies have shown that the expression of HD components by basal keratinocytes fluctuates physiologically through genomic/oxidative stress‐induced proteolysis.^[^ ^40^ ^]^ In our studies, deletion of *Scd1* in keratinocytes suppressed the assemblage of HDs by impairing integrin *α*6*β*4 expression. However, how integrin *α*6*β*4 was influenced by *Scd1* deficiency remains unclear.

The clustering of integrins through the lipid raft microdomain in the plasma membrane is associated with signal transduction.^[^ ^60^, ^61^ ^]^ Through integrins, cells can sense mechanical changes in the extracellular matrix of the environment and adapt their dynamic behavior to the physical environment.^[^ ^48^, ^62^, ^63^ ^]^ The impaired assembly of HDs alters the ability of cells to withstand mechanical stress and tension, thus, affecting the proliferation, differentiation, migration, and spreading of basal keratinocytes.^[^ ^47^, ^64^ ^]^ In our studies, lowered level of integrin *α*6*β*4 expression was associated with the enhanced FAK‐PI3K activation and epidermal hyperplasia and hyperkeratosis, which likely resulted in cell crowding in the basal keratinocyte layer, and thus impede ORS shortening to form the bulge niche. We found that pharmacologically inhibiting PI3K signaling in the epidermis of *Scd1^−/−^* mice facilitates the shortening of ORS and bulge formation for reserving HFSCs, suggesting that mechanical forces may contribute to ORS shortening and bulge re‐establishment.

In conclusion, SCD1 is a critical enzyme in regulating hair growth, and the balance of fatty acid metabolism is of great significance for maintaining the homeostasis of HDs, bulge niche for quiescent HFSCs, and the kinetics of keratinocytes. This study not only reveals a novel mechanism through, which the tissue microenvironment of fatty acid metabolism regulates the homeostasis of bulge HFSCs, but also provides insights for developing new strategies for the treatment of alopecia and skin aging.

## 4 Experimental Section

### Mice

*K14‐Cre* mice were kindly provided by Dr. Xinhua Liao, Shanghai University. *Lgr5‐Cre* mice were from Dr. Jun Qin, Shanghai Institute of Nutrition and Health. *CD4‐Cre* mice [B6.Cg‐Tg(Cd4‐cre)1Cwi N9] were kindly provided by Dr. Xiaoren Zhang, Shanghai Institute of Nutrition and Health. *Lyz2‐Cre* mice [B6.129P2‐*Lyz2^tm1(cre)Ifo^*/NJU, 004781] were kindly provided by Dr. Honglin Wang, Shanghai Institute of Immunology, Shanghai Jiao Tong University School of Medicine. *Scd1^−/−^* mice (B6.129‐*Scd1^tm1Ntam^*/J, 006201), *Dermo1‐Cre* mice [B6.129×1‐*Twist2^tm1.1(cre)Dor^*/J, 008712], and tdTomato‐flox [B6Cg‐*Gt (ROSA)26Sor^tm14(CAG‐tdTomato)Hze^*/J, 007914] were purchased from the Jackson Laboratory. *Scd1^fl/fl^* mice were constructed by the Shanghai Model Organisms Center. All mice used are on the C57BL/6 background. Genetically modified sex‐matched littermates with wild‐type phenotypes were used as controls. Mice were housed in the animal facility of the Shanghai Institute of Nutrition and Health, Chinese Academy of Sciences under pathogen‐free conditions. All animal experiments were approved by the Institutional Animal Care and Use Committee of the Shanghai Institute of Nutrition and Health, Chinese Academy of Sciences.

### Cell Culture

Dorsal skin samples were collected from neonatal mice under a sterile condition and were placed dermis side down in a PBS solution containing 2 mg mL^−1^ dispase (Roche) solution at 4 °C and allowed to float overnight. Separated the epidermis and dermis layer gently, and the epidermis was allowed to float on the trypsin‐versene (Lonza) at room temperature for 20 min. Cutting the epidermis layer and the digestion was ended with a stop solution (5% FBS and 1 mm EDTA in PBS). After gentle swirling, the cells were filtered with strainers (70 mm followed by 40 mm). After washing twice with PBS, the resultant cells were seeded onto plates and cultured for 48 h. Adherent keratinocytes were expanded in a culture medium containing CnT‐PR media (CELLnTEC), 0.1% penicillin and streptomycin (Gibco), and 10 µm Y‐27632 (Sigma), and then maintained at 37 °C in a humidified incubator containing 5% CO_2_.

### Hair Cycle Induction

Dorsal hairs at the telogen phase were first shortened with a clipper followed by waxing. Hair cycle entry into the anagen phase was determined by the color of skin and reappearance of hair.^[^ ^24^ ^]^ To monitor the hair regrowth, photographs were taken with a ruler on the day of depilation (day 0) and then at the indicated time points. Hair cycle induction was quantified using intensity analysis with the ImageJ software at each time point or as a percentage of pigmented dorsal skin relative to baseline (day 0). The skin samples were harvested at different time points for histological analysis and RT‐PCR.

### PI3K Inhibitor Treatment

*Scd1^−/−^* mice were shaved dorsally at 8 to 10 weeks old. Vehicle control (DMSO in cream base) or PI3K inhibitor LY294002 (dissolved in DMSO and then added to a cream base) were topically applied on the shaved skin every other day for the duration of the experiments (3–5 weeks).^[^ ^65^ ^]^ The appearance of skin pigmentation and hair growth was monitored.

### Preparation of Paraffin Sections

For paraffin sections, dorsal skin specimens were fixed in 4% paraformaldehyde (PFA) at 4 °C overnight. After removing PFA with running tap water, the fixed tissue underwent dehydration in gradient ethanol (70% to 100%) before being transferred into xylene for clarification. The tissue samples were then immersed in melted wax and embedded in paraffin. Paraffin‐embedded skin specimens were cut into sections at 5 µm thickness for histological analysis.

### H&E Staining

Paraffin sections were deparaffinized with xylene and rehydrated from gradient ethanol (100% to 70%) to distilled water. To analyze skin structure, the nuclei and cytoplasm were stained with hematoxylin and eosin, separately. Image acquisition and further visualization were performed using ZEN Imaging software (ZEISS, Germany).

### Immunofluorescence Staining

For section staining, paraffin sections were subjected to antigen‐retrieval in a citrate acid buffer at 95 °C for 20 min. Unspecific binding of antibodies was blocked with 5% BSA. For whole‐mount staining, skin specimens were fixed for 4 h in 4% PFA at room temperature and then permeabilized for 10 min in 0.6% Triton X‐100 (PBS) and subjected to a blocking buffer (2% BSA, 0.3% Triton X‐100 in PBS) for 1 h. Tissue samples were incubated with diluted antibodies overnight at 4 °C. After washing three times with PBS, the sections were incubated with a secondary antibody for 2 h at room temperature in the dark. The nuclei were stained with DAPI. The samples were observed under confocal fluorescence microscopy (ZEISS, Germany). Image acquisition and further visualization were performed using ZEN Imaging software (ZEISS, Germany).

### Western Blotting Analysis

Cultured cells or homogenized tissues were lysed with RIPA lysis buffer (Millipore) supplemented with protease inhibitors (Roche) and 1 mm PMSF (Sigma) at 4 °C for 30 min. After clearing by centrifugation at 12 000 rpm for 15 min at 4 °C, the protein concentrations of samples were quantified by Pierce BCA protein assay kit (Thermo Fisher Scientific). After mixing with the protein loading buffer, proteins were separated by SDS/PAGE and transferred onto a PVDF nitrocellulose membrane. Unoccupied space on PVDF membrane was blocked with 5% fat‐free milk in TBST and incubated with primary antibody. HRP‐linked secondary antibody was used, and a subsequent reaction with ECL substrate (Millipore) was performed to enable detection.

### TEM

The specimen at the size of ≈1 mm^3^ was fixed in 2.5% glutaraldehyde at 4 °C overnight. After washing with PBS, the specimen was post‐fixed in 1% osmium tetroxide for 1 h, dehydrated with gradient ethanol (70% to 100%), then embedded in Epon‐812. Ultrathin sections were prepared and mounted on copper grids, stained with uranyl acetate and lead citrate, and then examined by TEM.

### Fluorescence‐Activated Cell Sorting (FACS)

Fresh dorsal skin samples were placed dermis side down on a 0.05% trypsin solution (GIBCO, 25300‐054) at 4 °C and allowed to float overnight. Epithelial cell suspensions were obtained by gently scraping the skin epidermis side with a scalpel. The cells were then filtered with strainers (70 mm followed by 40 mm). Cells were stained for 30 min with fluorescent‐dye conjugated labeled antibodies and then washed. Cell analysis and isolations were performed on a BD FACSCalibur Flow Cytometer controlled by CellQuest Pro software (BD bioscience). Flow cytometric analysis was performed using FlowJo software (FlowJo LLC).

### Cell Adhesion Assay

Ninety‐six‐well microplates were coated at 4 °C overnight with different components of ECM, including 5 µg mL^−1^ fibronectin, 30 µg ml type I collagen, 15 µg mL^−1^ laminin‐332, or 30 µg mL^−1^ Matrigel in PBS. After washing with PBS, wells were blocked by incubation with 0.5 mg mL^−1^ BSA in PBS for 10 min at 37 °C. Subsequently, wells were washed with PBS, and keratinocytes were seeded at a density of 10^5^ cells per well and incubated at 37 °C for 1 h. After removing the nonadherent cells by washing, the adherent cells were fixed with 4% PFA for 10 min, washed three times with water, and stained for 10 min with 0.2% crystal violet. Next, the plates were washed with water and air‐dried at 37 °C. The samples were observed under an optical microscope (ZEISS, Germany). Image acquisition and further visualization were performed using ZEN Imaging software (ZEISS, Germany). The total area of individual adherent cells covering each well was calculated using ImageJ software (NIH, USA).

### GC‐MS for Fatty Acids Profiles Analysis

Epithelial cells were isolated and lysed with RIPA. Internal standards were then mixed with cell lysate, and the mixture was extracted with chloroform and methyl alcohol (1:1, v/v), followed by the addition of sodium chloride. After mixing for 10 min at 2500 rpm, the lower layer of liquid was aspirated into a new tube and dried with nitrogen. The samples were dissolved in freshly prepared methylation reagent containing H_2_SO_4_/MeOH (1:25, v/v) by mixing for 10 min at 2500 rpm and incubated at 80 °C for 2 h. After cooling, samples were mixed with n‐hexane and distilled water by mixing for 10 min at 2500 rpm and then evaporated the supernatant with nitrogen. The fatty acids extraction was finally dissolved with isooctane and prepared for analysis. Fatty acid analysis was performed on an Agilent 6890N GC with a 5975B inert XL EI/CI MSD (Agilent).

### Gene Expression Analysis

For gene expression analysis, total RNA in tissue and cell samples, were extracted upon homogenization using Trizol reagent (Thermo Fisher Scientific), then subjected to a reverse transcription using the PrimeScript RT master mix (Takara, Kusatsu, Japan). Quantitative real‐time PCR was performed with FastStart Universal SYBR Green (Roche Applied Science, Indianapolis, IN) as an indicator on the 7900HT Fast Real‐time PCR system (Thermo Fisher Scientific). Detailed primers are listed in the table of the Supporting Information. For RNA‐seq, sequencing libraries were generated using NEBNext UltraTM RNA Library Prep Kit for Illumina (NEB, USA) following the manufacturer's recommendations and index codes were added to attribute sequences to each sample. Then samples were sequenced on the Illumina HiSeq platform. Sequencing reads were mapped to the mouse reference genome using Hisat2 v2.0.5. Normalization and identification of differentially expressed genes were performed using DESeq2. The resulting *p*‐values were adjusted using Benjamini and Hochberg's approach for controlling the false discovery rate. Genes with an adjusted *p*‐value < 0.05 and │log2(foldchange)│> 0 were assigned as differentially expressed.

### Statistical Analysis

Statistical analyses were performed with Prism software (GraphPad Prism 6 or 7). Data were shown as mean ± SEM. The significance was determined by a two‐tailed unpaired Student *t*‐test and Two‐way ANOVA with Sidak's two‐sided multiple. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001; ns, not significant. The exact statistical parameters were presented in respective figure legends.

## Conflict of Interest

The authors declare no conflict of interest.

## Author Contributions

Y.X. designed and performed the experiments, analyzed the data, and prepared the manuscript. L.L., K.L., Q.L., M.H., J.Y., J.C., J.Z., F.Z., Y.W., T.Z., and C.G. helped conduct the experiment. L.D., G.W., and X.W. made comments and suggestions. L.L. and Q.L. assisted in constructing manuscript. Y.W. and Y.S. led the project, guided, and edited the manuscript.

## Supporting information

Supporting Information Click here for additional data file.

## Data Availability

All the data supporting the conclusions of this article are included within the article and in the Supporting Information of this the article. The sequencing data that support the findings of this study have been deposited in the Gene Expression Omnibus (GEO) with the accession code GSE184346.

# Supplementary material for: SCD1 Sustains Homeostasis of Bulge Niche via Maintaining Hemidesmosomes in Basal Keratinocytes
**Source:** Adv Sci (Weinh). 2022 Dec 11;10(4):2201949. doi: 10.1002/advs.202201949
**Supplement:** Supplementary file 1 — Supporting Information

## Supporting Information

for *Adv. Sci.*, DOI 10.1002/adv.202201949

SCD1 Sustains Homeostasis of Bulge Niche via Maintaining Hemidesmosomes in Basal Keratinocytes

Yueqing Xue, Liangyu Lin, Qing Li, Keli Liu, Mingyuan Hu, Jiayin Ye, Jianchang Cao, Jingjie Zhai, Fanjun Zheng, Yu Wang, Tao Zhang, Liming Du, Cheng Gao, Guan Wang, Xuefeng Wang, Jun Qin, Xinhua Liao, Xiangyin Kong, Lydia Sorokin, Yufang Shi\* and Ying Wang\*

## Supporting Information

for *Adv. Sci.*, DOI 10.1002/adv.202201949

SCD1 Sustains Homeostasis of Bulge Niche via Maintaining Hemidesmosomes in Basal Keratinocytes

Yueqing Xue, Liangyu Lin, Qing Li, Keli Liu, Mingyuan Hu, Jiayin Ye, Jianchang Cao, Jingjie Zhai, Fanjun Zheng, Yu Wang, Tao Zhang, Liming Du, Cheng Gao, Guan Wang, Xuefeng Wang, Jun Qin, Xinhua Liao, Xiangyin Kong, Lydia Sorokin, Yufang Shi\* and Ying Wang\*

## **Supporting Information**

### **SCD1 Sustains Homeostasis of Bulge Niche via Maintaining Hemidesmosomes in Basal Keratinocytes**

*Yueqing Xue, Liangyu Lin, Qing Li, Keli Liu, Mingyuan Hu, Jiayin Ye, Jianchang Cao, Jingjie Zhai, Fanjun Zheng, Yu Wang, Tao Zhang, Liming Du, Cheng Gao, Guan Wang, Xuefeng Wang, Jun Qin, Xinhua Liao, Xiangyin Kong, Lydia Sorokin, Yufang Shi\*, and Ying Wang\**

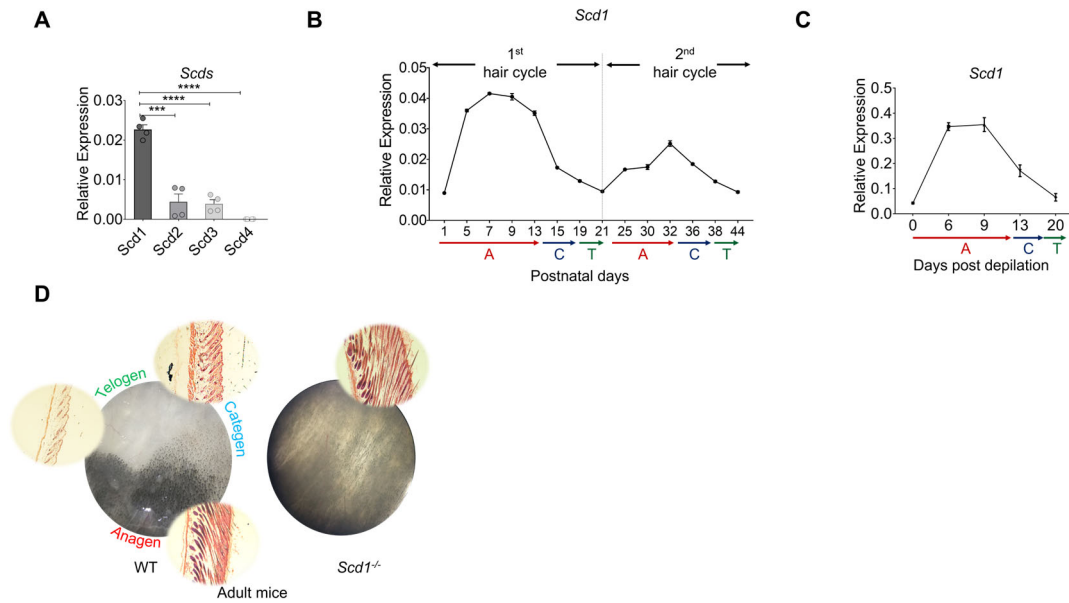

**Figure S1. The expression levels of *Scd1* in the skin and the elongation of HF in *Scd1*<sup>-/-</sup> mice.**

(A) The mRNA levels of the four *Scds* in the skin of WT mice, as detected by RT-PCR (n=4; two-tailed unpaired *t*-test).

(B) The kinetics of *Scd1* expression at different time points during skin's first two hair growth cycles as determined by RT-PCR (n=3). A: Anagen; C: Catagen; T: Telogen.

(C) The kinetics of *Scd1* expression at different time points after hair plucking by waxing to artificially induce the hair cycle in WT adult mice (n=4). A: Anagen; C: Catagen; T: Telogen.

(D) The HF in the skin of WT and *Scd1*<sup>-/-</sup> mice under a stereomicroscope.

Data are shown as mean  $\pm$  SEM. \*\*\**p*<0.001; \*\*\*\**p*<0.0001; ns, not significant.

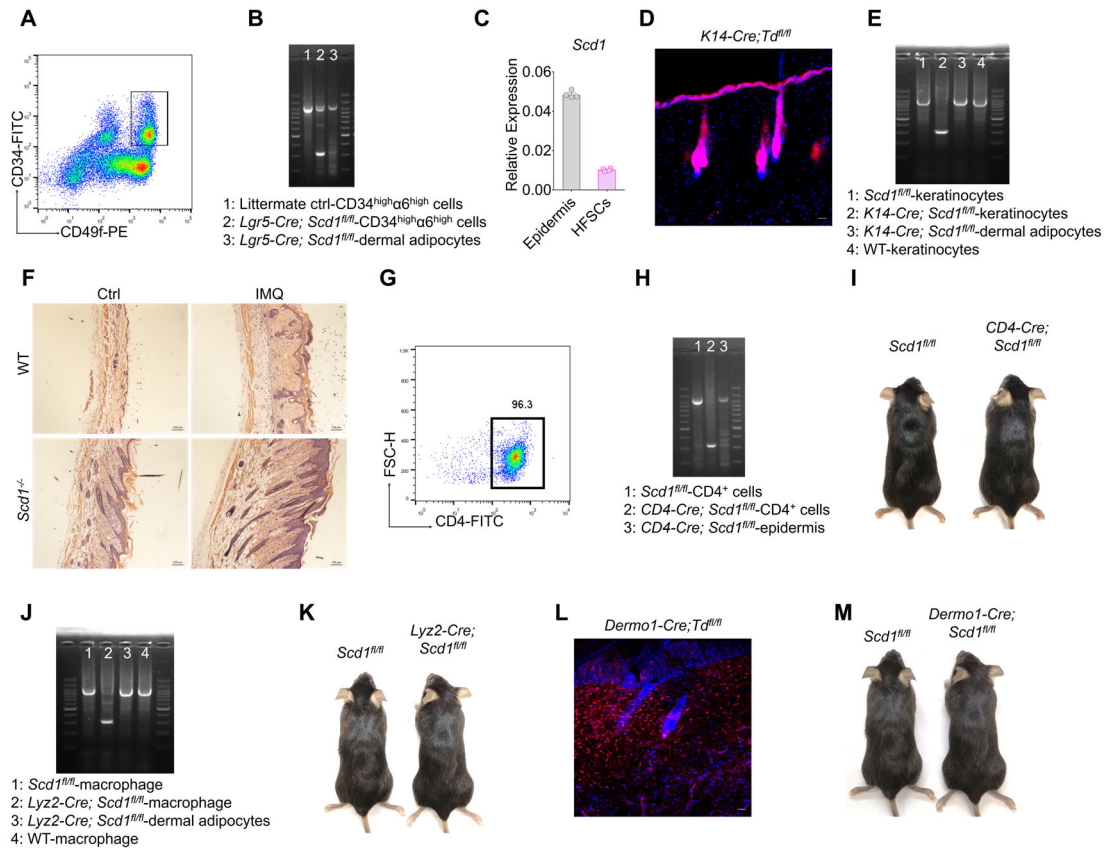

**Figure S2. *Scd1* deficiency in immune and mesenchymal cells do not influence hair growth.**

(A) Gating strategies of HFSCs during fluorescence-activated cell sorting.

(B) Gel electrophoresis confirmed the knockout efficiency of *Scd1* in HFSCs isolated from *Lgr5-Cre; Scd1<sup>fl/fl</sup>* mice and littermate controls (*Scd1<sup>fl/fl</sup>*).

(C) Expression of *Scd1* in keratinocytes and sorted HFSCs of WT mice (n=4).

(D) Representative skin whole-mount images of K14<sup>+</sup> cells in *K14-Cre; Td<sup>fl/fl</sup>* mice. Red: Td; blue: DAPI. Scale bars, 20 μm.

(E) Gel electrophoresis confirmed the knockout efficiency of *Scd1* in keratinocytes isolated from *K14-Cre; Scd1<sup>fl/fl</sup>* mice and littermate controls (*Scd1<sup>fl/fl</sup>*).

(F) Representative images of H&E staining of skin sections from WT and *Scd1<sup>-/-</sup>* mice with or without IMQ treatment.

(G) Purity of CD4<sup>+</sup> T cells isolated from *CD4-Cre; Scd1<sup>fl/fl</sup>* mice with microbeads by direct magnetic labeling.

(H) Gel electrophoresis confirmed the knockout efficiency of *Scd1* in CD4<sup>+</sup> T cells isolated from *CD4-Cre;Scd1<sup>fl/fl</sup>* mice and littermate controls (*Scd1<sup>fl/fl</sup>*).

(I) Hair coat of mice with CD4-specific deletion of *Scd1* (*CD4-Cre;Scd1<sup>fl/fl</sup>*) and littermate controls (*Scd1<sup>fl/fl</sup>*).

(J) Gel electrophoresis confirmed the knockout efficiency of *Scd1* in macrophages isolated from *Lyz2-Cre;Scd1<sup>fl/fl</sup>* mice and littermate controls (*Scd1<sup>fl/fl</sup>*).

(K) The hair coat of mice with myeloid-specific deletion of *Scd1* (*Lyz2-Cre;Scd1<sup>fl/fl</sup>*) and littermate controls (*Scd1<sup>fl/fl</sup>*).

(L) Representative skin whole-mount images of Dermo1<sup>+</sup> cells in *Dermo1-Cre;Td<sup>fl/fl</sup>* mice. Red: Td; blue: DAPI. Scale bars, 20 μm.

(M) Hair coat of mice with mesoderm-specific deletion of *Scd1* (*Dermo1-Cre;Scd1<sup>fl/fl</sup>*) and littermate controls (*Scd1<sup>fl/fl</sup>*).

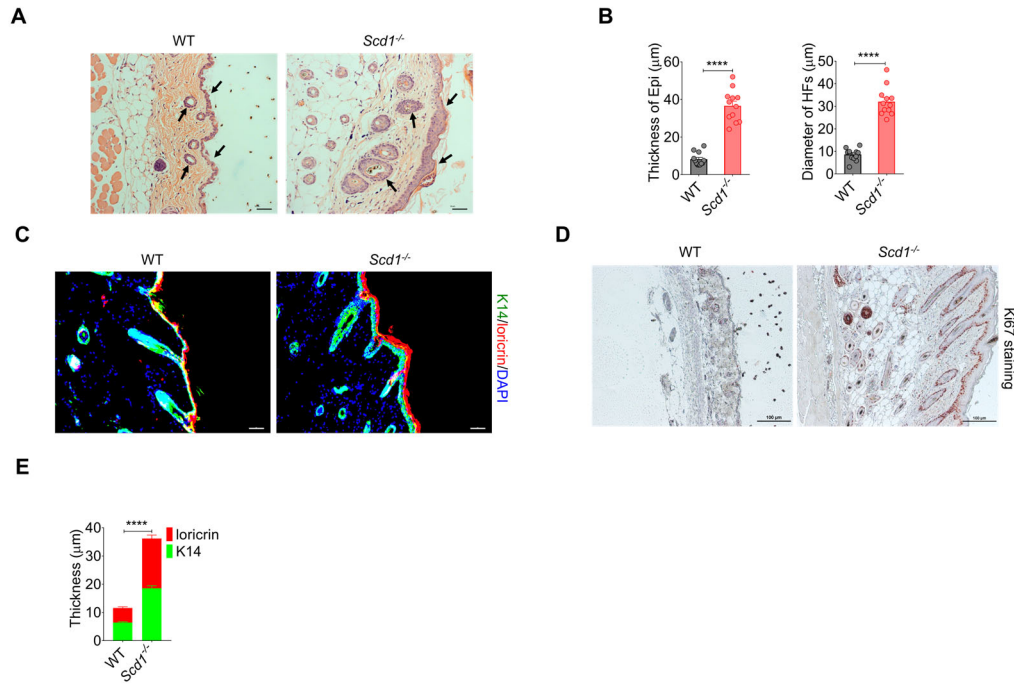

**Figure S3. *Scd1* deficiency increases the proliferation and differentiation of basal keratinocytes in adult mice.**

(A) Representative images of H&E staining of a transverse section of HFs in adult WT and *Scd1*<sup>-/-</sup> mice. Arrows indicate the excessive keratinization of HFs and epidermis. Scale bars, 50 μm.

(B) Quantification of the thickness of the epidermis (left) (n=12; two-tailed unpaired *t*-test), and the diameter of the HFs (right) (n=12; two-tailed unpaired *t*-test).

(C) Immunostaining of loricrin and K14 in keratinocytes of WT and *Scd1*<sup>-/-</sup> mice. Red: loricrin; green: K14; blue: DAPI. Scale bars, 50 μm.

(D) Immunostaining of Ki67 in the skin of WT and *Scd1*<sup>-/-</sup> mice. Scale bars, 100 μm.

(E) Quantification of the thickness of K14<sup>+</sup> basal layer and loricrin<sup>+</sup> differentiation layer in panel (C) (n=12; Two-way ANOVA with Sidak's two-sided multiple comparisons).

Data are shown as mean ± SEM. \*\*\*\*p<0.0001.

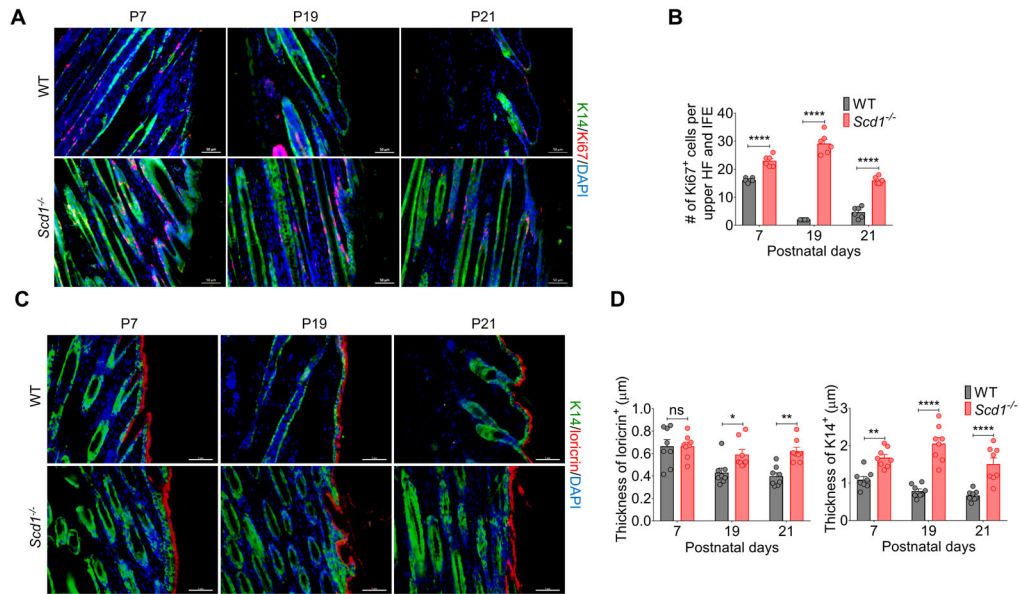

**Figure S4. *Scd1* deficiency increases the proliferation and differentiation of basal keratinocytes during the first hair cycle.**

(A) Immunostaining of Ki67 in the K14<sup>+</sup> epidermal cells of WT and *Scd1*<sup>-/-</sup> mice at the three phases of the first hair cycle: anagen (postnatal day 7, P7), catagen (postnatal day 19, P19), and telogen (postnatal day 21, P21). Red: Ki67; green: K14; blue: DAPI. Scale bars, 50 μm.

(B) Enumeration of Ki67<sup>+</sup> cells per upper HF in panel (A) (n=6; Two-way ANOVA with Sidak's two-sided multiple comparisons).

(C) Immunostaining of loricrin and K14 in keratinocytes of WT and *Scd1*<sup>-/-</sup> mice during the three phases of the first hair cycle: anagen (P7), catagen (P19), and telogen (P21). Red: loricrin; green: K14; blue: DAPI. Scale bars, 50 μm.

(D) Quantification of the thickness of loricrin<sup>+</sup> layer (left) (n=8; Two-way ANOVA with Sidak's two-sided multiple comparisons) and K14<sup>+</sup> keratinocytes (right) (n=8; Two-way ANOVA with Sidak's two-sided multiple comparisons) in panel (C).

Data are shown as mean ± SEM. \*p<0.05; \*\*p<0.01; \*\*\*\*p<0.0001; ns, not significant.

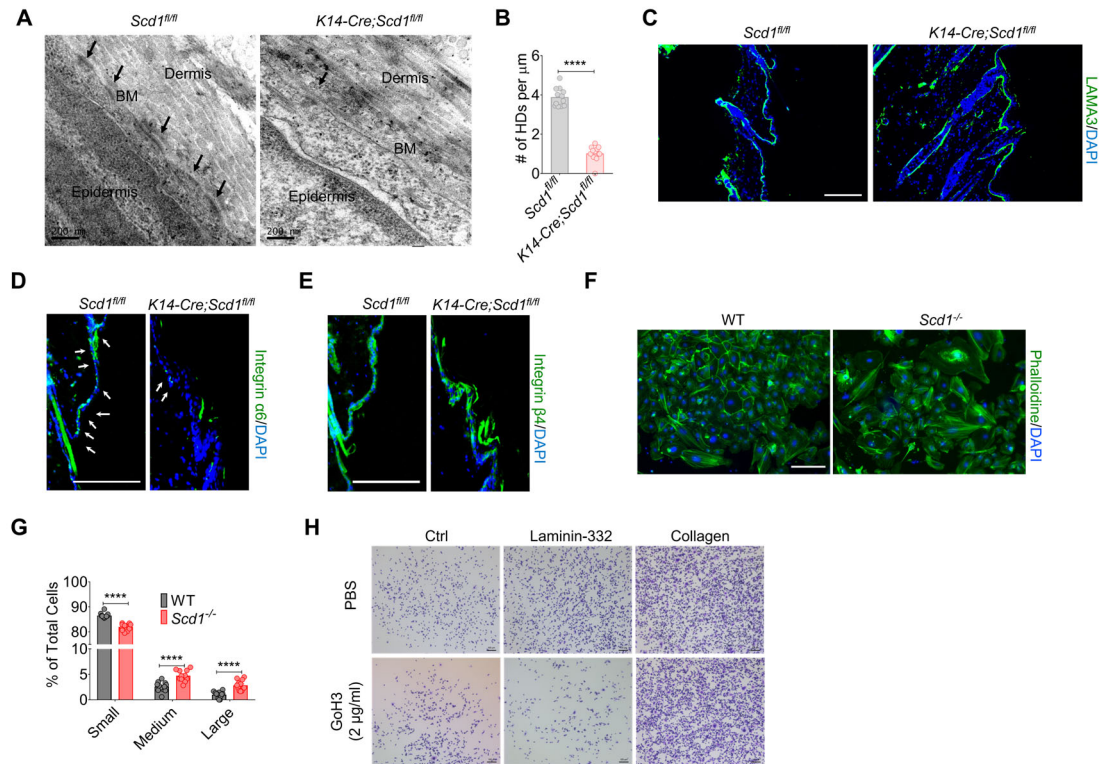

**Figure S5. Loss of *Scd1* impairs integrin  $\alpha6\beta4$  mediated adhesion to laminin-332.**

(A) Representative ultrastructural images of basal epidermal cells of *K14-Cre;Scd1<sup>fl/fl</sup>* mice and *Scd1<sup>fl/fl</sup>* mice, as assessed by TEM. Arrows, HDs. BM, basement membrane. Scale bars, 200 nm.

(B) Quantification of HDs of basal epidermal cells from *K14-Cre;Scd1<sup>fl/fl</sup>* mice and *Scd1<sup>fl/fl</sup>* mice (n=12; two-tailed unpaired t-test).

(C) Immunostaining of LAMA3 in the skin of *K14-Cre;Scd1<sup>fl/fl</sup>* mice and *Scd1<sup>fl/fl</sup>* mice. Green: LAMA3; blue: DAPI. Scale bars, 130  $\mu$ m.

(D) Immunostaining of integrin  $\alpha6$  in the skin sections of *K14-Cre;Scd1<sup>fl/fl</sup>* mice and *Scd1<sup>fl/fl</sup>* mice. Green: integrin  $\alpha6$ ; blue: DAPI. Scale bars, 130  $\mu$ m.

(E) Immunostaining of integrin  $\beta4$  in the skin sections of *K14-Cre;Scd1<sup>fl/fl</sup>* mice and *Scd1<sup>fl/fl</sup>* mice. Green: integrin  $\beta4$ ; blue: DAPI. Scale bars, 130  $\mu$ m.

(F) Immunostaining of phalloidine in the primary keratinocytes isolated from neonatal WT and *Scd1<sup>-/-</sup>* mice. Scale bars, 130  $\mu$ m.

(G) The percentage of cells with different sizes in primary keratinocytes isolated from neonatal WT and *Scd1<sup>-/-</sup>* mice (n=12; Two-way ANOVA with Sidak's two-sided

multiple comparisons).

(H) *In vitro* cell adhesion assay. Keratinocytes blocked by anti-integrin  $\alpha 6$  antibody, GoH3, were plated on laminin-332 and collagen type I-coated 96-well culture plates. After 1 hr, nonadherent cells were washed away and adherent cells were fixed and stained with crystal violet (n=3). Scale bars, 100  $\mu\text{m}$ .

Data are shown as mean  $\pm$  SEM. \*\*\*\*p<0.0001.

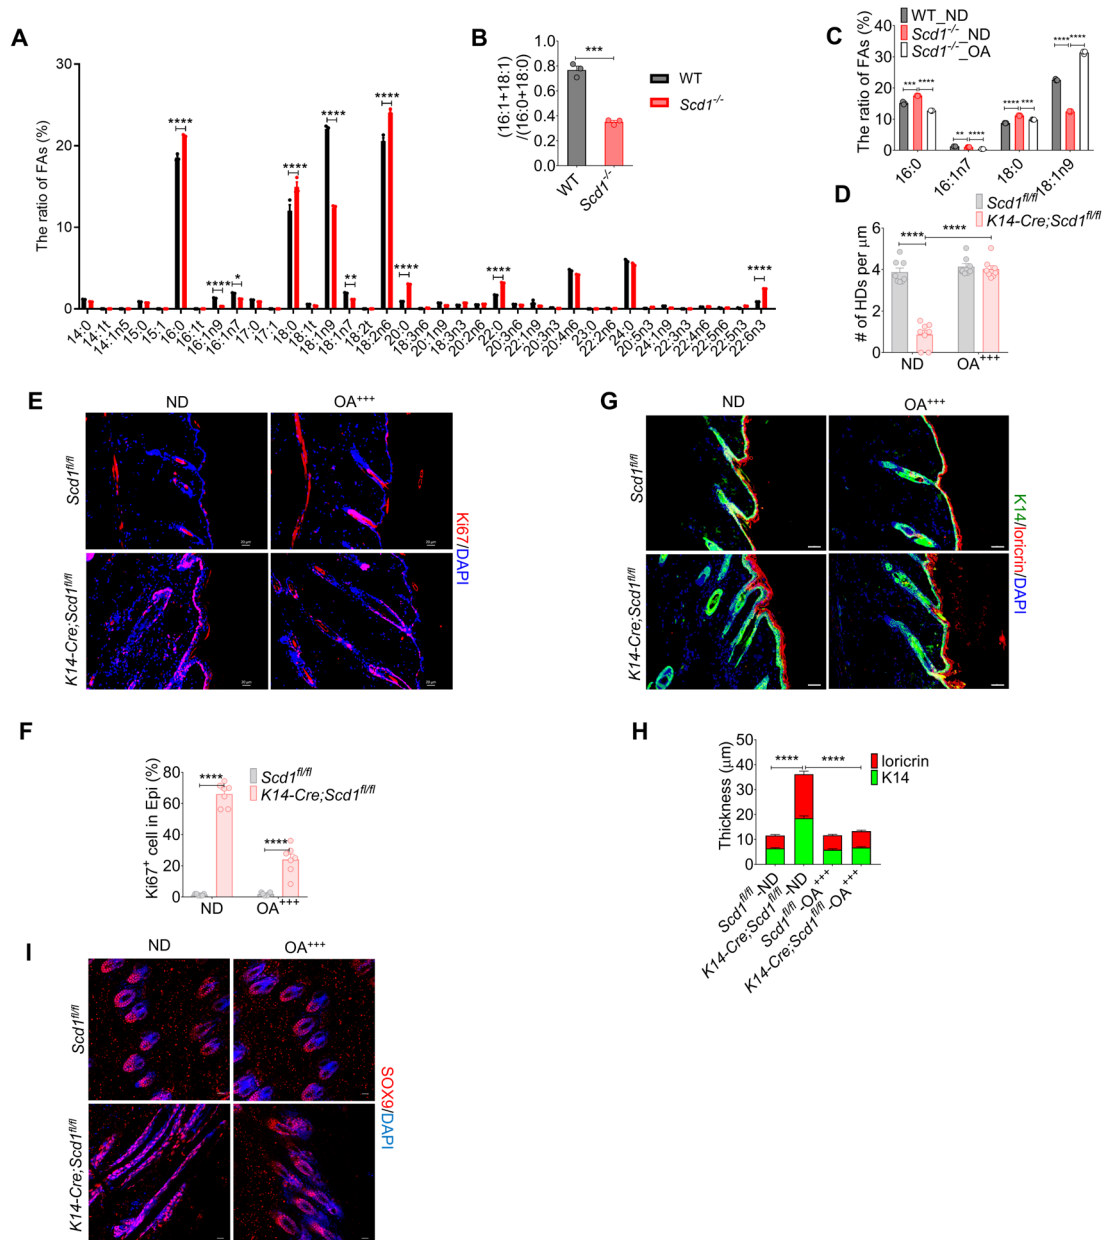

**Figure S6. The changes of fatty acids in keratinocytes of *Scd1*<sup>-/-</sup> mice led to the cutaneous abnormalities.**

(A) The ratio of fatty acids in keratinocytes from WT and *Scd1*<sup>-/-</sup> mice was analyzed by Gas chromatography-mass spectrometry (GC-MS) (n=3; Two-way ANOVA with Sidak's two-sided multiple comparisons).

(B) The ratio of monounsaturated fatty acids (C18:1 and C16:1) to saturated fatty acids (C18:0 and C16:0) in keratinocytes from WT and *Scd1*<sup>-/-</sup> mice (n=3; two-tailed unpaired *t*-test).

(C) The ratio of monounsaturated fatty acids (C18:1 and C16:1) to saturated fatty

acids (C18:0 and C16:0) in keratinocytes from WT, *Scd1*<sup>-/-</sup> mice and *Scd1*<sup>-/-</sup> mice subjected to OA<sup>+++</sup> diet (n=3; two-tailed unpaired *t*-test).

(D) Quantification of HDs of basal epidermal cells from *K14-Cre;Scd1*<sup>fl/fl</sup> mice and *Scd1*<sup>fl/fl</sup> mice fed with ND or OA<sup>+++</sup> diet (n=8; two-tailed unpaired *t*-test).

(E) Immunostaining of Ki67 in the K14<sup>+</sup> epidermal cells of *K14-Cre;Scd1*<sup>fl/fl</sup> mice and littermate controls fed with ND or OA<sup>+++</sup> diet. Red: Ki67; blue: DAPI. Scale bars, 20  $\mu$ m.

(F) Quantification of the number of Ki67<sup>+</sup> cells among the epidermal cells in panel (D) (n=7; two-tailed unpaired *t*-test).

(G) Immunostaining of loricrin and K14 in epidermal cells of *K14-Cre;Scd1*<sup>fl/fl</sup> mice and littermate controls fed with ND or OA<sup>+++</sup> diet. Red: loricrin; green: K14; blue: DAPI. Scale bars, 50  $\mu$ m.

(H) Quantification of the thickness of K14<sup>+</sup> basal layer and the differentiating loricrin<sup>+</sup> cell layer in panel (F) (n=12; two-tailed unpaired *t*-test).

(I) Representative skin whole-mount images of bulge formation in *K14-Cre;Scd1*<sup>fl/fl</sup> mice and littermate controls fed with ND or OA<sup>+++</sup> diet, as determined by staining with a SOX9 specific antibody.

Data are shown as mean  $\pm$  SEM. \**p*<0.05; \*\**p*<0.01; \*\*\**p*<0.001; \*\*\*\**p*<0.0001.

**Supplementary Table: Primers used in the study.**

| <b>Gene names</b>            | <b>Primer Details</b>    |
|------------------------------|--------------------------|
| m-Rps18-F                    | GATGGGAAGTACAGCCAGGT     |
| m-Rps18-R                    | TTTCTTCAGCCTCTCCAGGT     |
| m-Scd1-F                     | TTCTTGCGATACACTCTGGTGC   |
| m-Scd1-R                     | CGGGATTGAATGTTCTTGTCGT   |
| m-Scd2-F                     | GCATTTGGGAGCCTTGTACG     |
| m-Scd2-R                     | AGCCGTGCCTTGTATGTTCTG    |
| m-Scd3-F                     | CAGCCCCAAACGCCACAACCTT   |
| m-Scd3-R                     | GATCTCGGGCCCATTACATACACG |
| m-Scd4-F                     | GCCCACTTGCCACAAGAGAT     |
| m-Scd4-R                     | GTAGCTGGGGTCATACAGATCA   |
| m-Sox9-F                     | GAGCCGGATCTGAAGAGGGA     |
| m-Sox9-R                     | GCTTGACGTGTGGCTTGTTCT    |
| m-Lgr5-F                     | CCTACTCGAAGACTTACCCAGT   |
| m-Lgr5-R                     | GCATTGGGGTGAATGATAGCA    |
| m-Scd1-F for Cre loxp system | CGTCTTCAGACACACCAGAA     |
| m-Scd1-R for Cre loxp system | CTACTCAGTGAGATCTTATGTCAG |

How the deposited data were processed for this re-analysis (not part of the article)

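RNA-seq of total epidermal cells of WT and *Scd1-/-* mice was re-analysed at P1, with 2 libraries per genotype (1 labelled female and 1 labelled male), and at P19, with 1 library per genotype. The labels of the later libraries give postnatal day 21, and the paper's day is used here. The authors prepared the libraries with a NEBNext Ultra kit, sequenced them on an Illumina HiSeq and mapped the reads with Hisat2. The authors deposited 2 tables, each with the raw count of reads on 54532 genes per library, without normalization. The same deposited tables hold the authors' log2 fold changes, p-values and adjusted p-values, each for a comparison of 1 library with 1 library. The deposited p-values are used only where a sentence names the authors' deposited table. A further 16 columns of per-sample values in these tables were not used here. Gene names and coordinates were taken from the deposited tables, and the coordinates were checked against GENCODE M21 (GRCm38).

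Library totals lay between 14795379 and 18074702 counts. At P1, counts were tested with edgeR 4.0.16 in R 4.3.3, using filterByExpr, TMM normalization, dispersions estimated from the 4 libraries and the quasi-likelihood test, with genotype as the only term. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05 and no minimum fold change, as in the paper's methods. The paper names DESeq2, and DESeq2 1.42.0 was one of the alternatives. The common biological coefficient of variation was 0.147. With 2 libraries per genotype, an exact permutation test of a single value cannot reach the threshold, and none was run.

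At P19, log2 ratios of TMM-normalized counts scaled to library size (CPM) with a prior count of 2 were taken for genes with at least 10 counts in either library. Clopper-Pearson intervals of the ratios, order-statistic intervals of the medians and Wilson intervals of the shares are at 95% and cover counting error or the spread of genes, not the spread between animals. Where a library held 3 counts or fewer, a fold is given against 3 counts, and the 95% interval beside it can allow a smaller one.

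The 26 gene lists cover ECM, integrins, hemidesmosome components, intracellular members and ligands and receptors of PI3K-Akt signaling, Wnt signaling, fatty acid metabolism, cholesterol synthesis, cornified envelope, stress keratins, hair keratins, hair follicle stem cells (HFSCs), the cell cycle, ion channels, G protein-coupled receptors, matrix of basal keratinocytes, and markers of fibroblasts, fibroblast matrix, skeletal muscle, adipocytes, endothelium, immune cells, erythroid cells, melanocytes, sebaceous glands and keratinocytes. They were composed by hand and stand in for the KEGG and GO terms of the paper, which were not used here. At P1 each list was tested for over-representation with a two-sided Fisher's exact test against the genes tested, and for a shift with the camera test of limma 3.58.1 at a preset correlation of 0.01, each adjusted over the 26 lists. At P19 each list's median log2 ratio and its share of genes changed by at least 2-fold were set against 10000 random lists of the same size, drawn within 20 bins of mean expression. These percentiles describe the 2 libraries and are no test of the genotypes. Mouse Reactome pathways from fgsea 1.28.0 were matched by gene symbol, for 6854 of 7111 identifiers, and pathways with at least 10 tested genes were used.

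The genes named are those the paper names, the 5 with the largest increase and the 5 with the largest decrease at each age above a mean of 5 CPM at P1 (among genes past the threshold and without overlap between the genotypes) or 10 at P19, the 5 members with the smallest p at P1 or the largest change at P19 of each list a claim is about, and the hemidesmosome components. Some of the genes this rule selects are not reported here. The tests, the lists, this rule and the alternatives were set before the data were examined. The alternatives were DESeq2, DESeq2's relative log expression (RLE) size factors, library size alone, no filter on low counts, at least 10 counts in every library, sex as a replicate block, a minimum absolute log2 fold change of 1, Reactome pathways, fry and an estimated correlation in place of the preset one, each library left out in turn, a prior count of 0.25, at least 50 counts or 1 count at P19, and 1.5-fold or 4-fold in place of 2-fold.

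The steps were tested on simulated data, with counts drawn for the tested genes at a dispersion of 0.02 and 200 of the well-counted ones changed. The changes were large, with an estimated median log2 fold change of 2.01 for the raised genes in edgeR. No effect of sex or litter was simulated. The recovery therefore does not speak to small shifts, such as the ECM median of −0.16 at P1. Of these 200 genes, edgeR recovered 200 with 6 false calls among 15274 genes tested, and 200 with 7 false calls under the replicate block. DESeq2 recovered 198 with 2 false calls among 15554 genes. In the simulated pair of libraries, a list of raised genes lay at percentile 100 and a list of unchanged genes at percentile 56.4 of the random lists.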

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

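The list and gene values quoted from the main analysis and its alternatives come from tests set before the data were examined. All other tests in this part were chosen after the result was seen.

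Y-linked reads appeared in both P19 libraries, which are labelled female. The genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* together had 1836 counts in the WT library and 1905 in the *Scd1-/-* library. At P1 they had 5 and 0 counts in the libraries labelled female, and 2007 and 2847 in those labelled male. Reads of X-linked homologs counted on these genes would also appear at P1 in females, where the highest level was 0.298 CPM, so the tables argue against that source. The tables also argue against male animals alone, since the lowest level of *Xist* in the P19 libraries was 195.188 CPM, which is 1048.7 times the highest level in the P1 libraries labelled male. Cells of both sexes in each P19 library, as from pooled animals, would give a female share from *Xist* and a male share from the Y-linked genes that add up to 1. On the scale of the P1 libraries of the same genotype, these shares were 0.991 and 0.997 in the WT library, a sum of 1.98798, and 0.170 and 0.694 in the *Scd1-/-* library, a sum of 0.865. The WT sum does not go with a pool whose cells hold these transcripts at their P1 levels. Pooling and another source cannot be told apart, because the scale is that of another age and each sum rests on 1 library. The effect of sex on other genes at P19 was not tested.

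The difference between the genotypes had opposite signs at P1 and P19 in 4 of the 26 lists and in 1 of the 29 named genes reported at both ages, in that every pair of a *Scd1-/-* and a WT library at P1 moved one way and the single pair at P19 moved the other. The difference between the ages was not tested, and a P19 value rests on 1 library per genotype. The number of such results that chance gives was not estimated.

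The hair keratin list had a median of 0.99 at P1, with pairs from 0.65 to 1.26, and of −1.80 at P19 (−1.79514, interval −2.52 to −1.15). Of its 35 genes at P19, 17 were at 3 counts or fewer in a library, and with these at their bounds the median was −1.71. The scaling of the P19 libraries does not remove the sign, since the median nearest 0 among library size alone, RLE and the ratio to all genes was −1.76241. The paper places P19 in catagen, and a difference in stage between the genotypes remains open and untested.

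The sebaceous gland markers had a median of −1.01 at P1, with pairs from −1.36 to −0.77, and of 1.63 at P19 (1.62862, interval −0.059 to 2.99, above every random list). Under the other scalings the P19 value nearest 0 was 1.22866, which argues against scaling as the cause of the sign. A lower share of keratinocytes in the P19 *Scd1-/-* library would raise the markers of other cell types alike, and those of melanocytes were at −2.363 there. Other markers ranged from 1.43 for erythroid cells through 0.42 for immune cells to 0.013 for fibroblasts. The melanocyte value speaks to a uniform rise alone, and a mix of cells changed in another way is not excluded. A change in sebaceous glands themselves, or in how much of them the isolation of cells at each age took along, may be behind it and was not tested.

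The immune markers had a median of −0.58 at P1, with pairs from −0.91 to −0.28, and of 0.42 at P19 (0.416485, interval −0.15 to 0.97, percentile 78.1). Without the female *Scd1-/-* library the P1 median was −0.97, and without the male *Scd1-/-* library it was −0.28. The P19 median was 0.0157323 with library size alone, so scaling and a true increase at P19 cannot be told apart, as the value lies inside the range of the random lists.

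The adipocyte markers had a median of −0.57 over 4 genes at P1, with pairs from −0.92 to −0.17, or −0.31 without the male WT library. At P19 the median was 0.35 over 6 genes (0.351069, interval −1.46 to 2.69), and with library size alone it was −0.021, so its sign depends on the scaling.

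*Cd34* had a log2 ratio of 2.19 at P19 (46 and 194 counts) and a log2 fold change of −1.04 at P1, where its levels were at most 0.866 CPM and the adjusted p was 0.941 from edgeR's quasi-likelihood test. The P19 value was 1.80 with library size alone. No biological explanation was tested for this gene.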

How the results depend on the processing

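None of the alternatives here was added after the data were seen. Whether an over-representation with 0 genes found and fewer than 1 expected has a direction was decided after the values were seen, and it was given none. Unless stated otherwise, the cause of a change was not tested.

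The 45 differentially expressed genes at P1 (23 higher and 22 lower) were all found with DESeq2, with RLE, without the filter and with the block. DESeq2 gave 98 genes (63 higher, 35 lower), no filter on low counts gave 276 (147 higher, 129 lower) and sex as a replicate block gave 548 (307 higher, 241 lower). Library size alone gave 22 (9 higher, 13 lower), all among the 45. With at least 10 counts in every library there were 36, and with an absolute log2 fold change of at least 1 there were 44, again all among the 45. The block follows the replicate numbers, which stand for sex. The paper's controls were sex-matched littermates, but it gives no litter for these libraries, so whether the numbers pair the animals by litter is open. Sex itself is labelled and balanced between the genotypes. The common biological coefficient of variation was 0.0931 with the block and 0.147 without it. The fit with genotype alone counts differences between the sexes as error. Deviations from the genotype mean correlated across genes between the libraries of one sex (r = 0.430, and 0.343 outside X and Y), where genes are not independent replicates.

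*Scd1* stayed past the threshold with DESeq2, RLE, library size alone and the block, and its log2 fold change ranged from −3.77 to −3.36 across the 4 fits that each left out one library. Leaving out a library leaves 1 in a group, so these fits give values and no calls. The sign of *Lor*, 0.015 at P1, was reversed with library size alone (−0.0066). The block placed *Col3a1*, *Col1a2*, *Col4a6*, *Pik3cd*, *Elovl6* and *Fabp4* past the threshold, and DESeq2 did so for *Elovl6*. *Acacb* and *Fbp1* fell short of it with library size alone.

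The over-representation of fatty acid genes at P1 was past the threshold with RLE, DESeq2, no filter, the block and the fold change minimum. It was weaker with library size alone (2 genes), with at least 10 counts in every library (2 genes) and for the Reactome pathway (2 genes). ECM genes stayed short of the threshold under all of these, with 3 genes found without the filter and 6 with the block. Cornified envelope genes, short of the threshold with 1 gene, passed it with DESeq2 (5 genes), without the filter (17) and with the block (27). Markers of immune cells, adipocytes and fibroblast matrix passed it without the filter and with the block, stress keratins without the filter, and Wnt genes and melanocyte markers with the block. The block also placed 19 of the 842 Reactome pathways past the threshold, against 0 without it. The smallest adjusted p values were those of T cell receptor and PD-1 signaling (5.98e-06 for phosphorylation of CD3 and TCR zeta chains, Fisher's exact test), cell cycle and organelle biogenesis held fewer genes than expected (0.0178), and metabolism of lipids and lipoproteins, triglyceride biosynthesis and fatty acyl-CoA biosynthesis were also among the 19.

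The ECM shift at P1 had the same median under fry and under an estimated correlation (−0.16, adjusted p 0.437 and 0.643 in limma), and both lost the call. Across the fits that each left out one library it ranged from −0.22 to −0.090, and that of fatty acid genes from −0.079 to 0.061. Without the filter, the directions that camera gave the Wnt list (−0.030), the ion channels (−0.043) and the G protein-coupled receptors (−0.042) were reversed, and with at least 10 counts in every library that of the adipocyte markers (−0.13) was. Of the other shifts short of the threshold, that of stress keratins passed it with library size alone and under both other filters, and those of the fibroblast and fibroblast matrix markers without the filter. With at least 10 counts in every library, no median of the endothelial markers could be computed.

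At P19, 4812 genes changed by at least 2-fold with at least 50 counts required, out of 12972 genes in place of 17093. With 1.5-fold and 4-fold in place of 2-fold, which change the shares by construction, these were 69.5% and 30.5% for ECM, 52.2% and 5.80% for the intracellular PI3K-Akt members, and 72.1% and 27.9% for the ligands and receptors. Library size alone moved the medians of the intracellular members to −0.52 and of the ligands and receptors to −0.47, along with that of all genes. The percentile of the ECM share was 71.8 at 1.5-fold, and that of the ligand and receptor share was 93.9. Depth limits single genes with few counts, such as *Scd4* at P19 with 11 and 3 counts. No replicate was left out at P19, where each genotype has 1 library.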

Differences from the paper's values

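Apart from the test of fatty acid genes without the sebaceous gland markers, no test in this part was chosen after the result was seen. The paper's text gives no RNA-seq value for a measure that was also computed here, so no pair of values is set side by side.

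The paper states that genes of ECM proteins were enriched among the differentially expressed genes (Fig. 5A), and its text does not name the age. At P1, 0 of 87 ECM genes were differentially expressed (9 at an unadjusted p under 0.05), and 0 of 163 genes of the Reactome pathway of extracellular matrix organization were. Of the alternatives set before the data were examined, no filter on low counts gave 3 ECM genes and sex as a replicate block gave 6, with adjusted p values of 0.288 and 0.282 by Fisher's exact test over the lists. At P19, the share of ECM genes changed by at least 2-fold lay at percentile 98.9 of the random lists. The percentile was 71.8 with 1.5-fold, 99.965 with 4-fold and 99.83 with library size alone. The same figure names the cornified envelope. At P1 its list was short of the threshold with genotype alone (1 of 58 genes, adjusted p = 0.806 by Fisher's exact test), and passed it with DESeq2 (5 genes, 3.65e-05), no filter on low counts (17 genes, 1.83e-18) and sex as a replicate block (27 genes, 3.84e-23).

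The paper states that the PI3K-Akt pathway was enriched at P19 (Fig. 4D). Here 27.5% of the intracellular members changed by at least 2-fold, against 43.1% of all genes, at percentile 16.7 of the random lists. The percentile was 24.8 with 1.5-fold and 25.8 with 4-fold, but with library size alone it was 83.1, so that result depends on the scaling. The share of the ligands and receptors lay at percentile 99.6, and those of the integrin and ECM lists at 92.3 and 98.9. The intracellular list is a hand-composed part of the pathway, so its share alone is no test of the paper's KEGG result.

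The paper names genes of monocarboxylic acid metabolism as enriched in neonatal keratinocytes (Fig. 6A). The list of fatty acid metabolism passed the threshold here (adjusted p = 0.0261, Fisher's exact test). It also passed with RLE, DESeq2, no filter, the block and the fold change minimum. It fell short with library size alone (0.0753) and with at least 10 counts in every library (0.216). Without the 4 genes shared with the sebaceous gland markers, 1 of 96 genes was differentially expressed (p = 0.243, Fisher's exact test). The Reactome pathway of fatty acid, triacylglycerol and ketone body metabolism, with 2 of 83 genes, had an adjusted p of 0.941 by Fisher's exact test. With sex as a replicate block, fatty acyl-CoA biosynthesis (adjusted p = 0.0299, Fisher's exact test) and metabolism of lipids and lipoproteins (0.0217) were among 19 Reactome pathways past the threshold, of which those of T cell receptor signaling had the smallest p values.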

Other observations

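The list and gene tests of the main analysis, and its alternatives, were set before the data were examined. The tests on gene length and on the female WT library alone were set before their values were seen. All other tests in this part were chosen after the result was seen.

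The P1 *Scd1-/-* libraries held *Scd1* reads, 251 and 260, while the P19 *Scd1-/-* library held 0. Reads of *Scd2* counted on *Scd1* at the P1 rate would give 167.134 counts in the P19 library, which argues against that source. WT RNA mixed into the P1 *Scd1-/-* libraries, at the 9.83% and 7.25% of WT that *Scd1* shows, stays open. It predicts that no abundant gene falls below *Scd1*, and 0 of 10310 genes with at least 100 counts in both WT libraries did so in both sexes outside binomial intervals, with 0 in the females alone and 1 in the males alone. The 1 gene is *Serpina3j*, with 2 counts in the male *Scd1-/-* library where mixing would leave 17.8, which counts against mixing in that library. The fitted fold changes of 7 differentially expressed genes, *Serpina3j*, *Ces4a* and *Cyp2g1* among them, nevertheless lay below that of *Scd1*, and 4 of the 7 had at least 100 counts in both WT libraries. The 0 counts at P19 also count against reads from the remaining parts of the gene, but they come from 1 library of another age. Mixed RNA and reads from the remaining parts of the gene cannot be told apart here. *Serpina3j* is 1 gene in 1 pair of libraries, chosen among those with the largest decrease, and the spread between animals is not part of the intervals.

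*Scd3*, within 5 Mb of *Scd1*, fell by 3.21 on the log2 scale at P1 and by 0.66 at P19 (−0.66409, interval −1.17 to −0.21). It was the 1 differentially expressed gene of the 109 tested within that distance, besides *Scd1*. The name of the strain in the paper joins B6 and 129, and the paper places all mice on the C57BL/6 background. A deletion, or a strain variant left next to *Scd1*, may take reads of *Scd3*. This and a change in expression cannot be told apart, since P19 has 1 library per genotype and the ages differ. *Scd2* and *Scd4*, which lie between them, did not differ at P1. At P19 *Scd2* had a log2 ratio of 1.95 (754 and 2612 counts, interval 1.84 to 2.08), the opposite of *Scd3*, and *Scd4* had too few counts.

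The fatty acid list and the sebaceous markers share 4 genes. Without these 4 genes, 1 of 96 fatty acid genes was differentially expressed (Fisher's exact test, p = 0.243). The sebaceous markers, with 5 of 15 differentially expressed (12 adjusted over the list alone, adjusted p = 6.16e-09 by Fisher's exact test) and 13 of 15 lower, had a median of −1.01 at P1. A lower content of sebaceous gland cells in the *Scd1-/-* libraries is a candidate explanation. The sebaceous markers in no lipid list, chosen after the values were seen, lay at percentile 72.26 of the random lists. They are 4 genes that go both ways, so a lower content of these cells and a change of lipid genes within them cannot be told apart.

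The ECM list was lower at P1 by a median of 0.16 on the log2 scale. Fewer dermal fibroblasts in the *Scd1-/-* libraries would leave the matrix genes of basal keratinocytes unchanged, but the median of these 11 genes (−0.17, camera adjusted p = 0.0160 in limma) lay at percentile 0.015 of the random lists. Fibroblast RNA in the female WT library alone would remove the shift when that library is left out, and the list then stayed at percentile 0.075. Gene length would place it inside lists matched on expression and length, and its percentile among these was 0. Each test argues against that source as the whole cause, and the shift may be biological. It remains a hypothesis, since the percentiles are over genes, and neither fry nor an estimated correlation places the list past its threshold with 2 libraries per genotype.

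The immune markers (18 genes, median −0.58) and melanocyte markers (12 genes, −0.51) were lower at P1, with 7 and 4 genes past the threshold when adjusted over the list alone and 0 over all genes. With sex as a replicate block, 11 immune and 5 melanocyte markers were past the threshold over all genes. A higher share of keratinocytes in the *Scd1-/-* libraries could lower the markers of other cell types alike. Those of fibroblasts had a median of −0.159179, with pairs from −0.38 to 0.076, a range that overlaps that of the immune markers, so this share and a change in each cell type cannot be told apart. Without the female WT library the fibroblast median was 0.083.

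The remaining lists gave these values at P1, each with 0 genes differentially expressed unless stated. The medians were −0.0060 for the 69 intracellular PI3K-Akt members (5 at an unadjusted p under 0.05), 0.012 for the 55 ligands and receptors (5), 0.0093 for the 47 Wnt genes (7), −0.056 for the 18 integrins (2), −0.033 for the 40 cell cycle genes (0), 0.13 for the 18 HFSC genes (4), 0.21 for the 13 stress keratin genes (3), −0.26 for the 13 genes of fibroblast matrix (4), 0.14 for 7 skeletal muscle markers (0), −0.50 for 2 endothelial markers (0), −0.0099 for 4 erythroid markers (0) and 0.075 for 18 keratinocyte markers (2). Of the 4 adipocyte markers, 1 was differentially expressed. Many of these medians rest on single libraries. Without the female *Scd1-/-* library, the median was −0.019 for the intracellular PI3K-Akt members, −0.052 for the ligands and receptors, −0.010 for the Wnt genes, −0.13 for the integrins, 0.0085 for the HFSC genes, −1.12 for the endothelial markers and 0.29 for the erythroid markers. Without the male *Scd1-/-* library, it was 0.037 for the intracellular members, 0.035 for the Wnt genes, −0.014 for the integrins, 0.20 for the HFSC genes, −0.057 for the endothelial markers and −0.58 for the erythroid markers. Without the female WT library, it was 0.079 for the ligands and receptors, −0.19 for the cell cycle genes, −0.023 for the stress keratins and 0.046 for the keratinocyte markers. Without the male WT library, it was 0.084 for the cell cycle genes, 0.49 for the stress keratins, −0.12 for fibroblast matrix and 0.021 for the skeletal muscle markers.

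At P19, the median log2 ratio was 3.30 for 12 stress keratin genes, above every random list, 1.39 for 24 genes of cholesterol synthesis, above every random list, and 0.32 for 104 genes of fatty acid metabolism at percentile 91.9. That of fatty acid metabolism was −0.077 with library size alone. It was 0.73 for 18 HFSC genes, 0.23 for 115 G protein-coupled receptor genes (−0.16 with library size alone), 0.69 for 18 keratinocyte markers, 0.013 for 14 fibroblast markers (−0.37 with library size alone), −0.15 for 15 fibroblast matrix genes, −1.78 for 10 matrix genes of basal keratinocytes, 0.17 for 10 skeletal muscle markers (−0.20 with library size alone), 0.26 for 10 endothelial markers (−0.12 with library size alone) and 1.43 for 7 erythroid markers.

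For genes whose protein or transcript the paper measured in other samples, the P19 libraries gave log2 ratios of −4.69 for *Lor*, 2.98 for *Krt14*, −0.32 for *Mki67*, −0.61 for *Klf5*, 2.76 for *Sox9* and 0.35 for *Lgr5*, the last of which was −0.047 with library size alone. *Rps18* had 1.05. At P1, *Pik3cd* had a log2 fold change of −1.08 (adjusted p = 0.282 from edgeR's quasi-likelihood test, and 1.45e-06 with sex as a replicate block).

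The authors' deposited table gives an adjusted p under 0.05 to 5813 genes at P19 (2915 higher, 2898 lower), to 21 genes in the P1 females and to 55 in the P1 males, 14 of them in both. Of the 45 genes found here at P1, 14 are among those of the females and 28 among those of the males. The authors' deposited p-values at P19 fit a dispersion fixed in advance. They were given by edgeR's exact test of the 2 libraries with a dispersion of 0.04, with a median difference of 9.26e-10 in log10 p. After adjustment this test gave 5639 genes in place of 5813, and the cause of this gap was not tested. A p-value of this kind compares the 2 libraries under an assumed variation, and with a dispersion of 0.16 the number of genes was 850.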
